# Single-cell transcriptomic analysis uncovers diverse and dynamic senescent cell populations

**DOI:** 10.18632/aging.204666

**Published:** 2023-04-19

**Authors:** Noah Wechter, Martina Rossi, Carlos Anerillas, Dimitrios Tsitsipatis, Yulan Piao, Jinshui Fan, Jennifer L. Martindale, Supriyo De, Krystyna Mazan-Mamczarz, Myriam Gorospe

**Keywords:** senescence, single-cell analysis, transcriptome

## Abstract

Senescence is a state of enduring growth arrest triggered by sublethal cell damage. Given that senescent cells actively secrete proinflammatory and matrix-remodeling proteins, their accumulation in tissues of older persons has been linked to many diseases of aging. Despite intense interest in identifying robust markers of senescence, the highly heterogeneous and dynamic nature of the senescent phenotype has made this task difficult. Here, we set out to comprehensively analyze the senescent transcriptome of human diploid fibroblasts at the individual-cell scale by performing single-cell RNA-sequencing analysis through two approaches. First, we characterized the different cell states in cultures undergoing senescence triggered by different stresses, and found distinct cell subpopulations that expressed mRNAs encoding proteins with roles in growth arrest, survival, and the secretory phenotype. Second, we characterized the dynamic changes in the transcriptomes of cells as they developed etoposide-induced senescence; by tracking cell transitions across this process, we found two different senescence programs that developed divergently, one in which cells expressed traditional senescence markers such as *p16* (*CDKN2A*) mRNA, and another in which cells expressed long noncoding RNAs and splicing was dysregulated. Finally, we obtained evidence that the proliferation status at the time of senescence initiation affected the path of senescence, as determined based on the expressed RNAs. We propose that a deeper understanding of the transcriptomes during the progression of different senescent cell phenotypes will help develop more effective interventions directed at this detrimental cell population.

## INTRODUCTION

Cellular senescence is a state of persistent cell cycle arrest of metabolically active cells that occurs in response to sublethal damage triggered by stimuli from outside and inside the cell [1, 2]. Senescent cells are characterized by altered gene expression programs that orchestrate key senescence-associated traits, such as resistance to apoptosis, an enlarged and flattened cell morphology, dysfunctional cellular organelles, and enhanced lysosomal function with increased senescence-associated (SA) β-galactosidase activity. In addition, they display a senescence-associated secretory phenotype (SASP) through which they secrete proinflammatory cytokines, growth factors, and tissue-remodeling enzymes [3–5]. Despite these shared traits, the manifestation of specific senescence features differs depending on the type and intensity of the senescence-triggering stimulus, the time elapsed since induction of senescence, the type and metabolic status of the cell, and the biological context. Accordingly, senescence is believed to be a highly heterogenous and dynamic developmental process [6].

With recognition that senescent cells accumulate in tissues and organs with advancing age, there is an increased appreciation that senescent cells are largely detrimental during aging, exacerbating age-associated disability and disease [6, 7]. Accordingly, selective removal of senescent cells with senolytic drugs has been shown to extend health span and improve age-associated disorders in mouse models, pointing to the value of senescent cells as therapeutic targets [8–11]. However, the task of identifying senescent cells has been challenging due to the heterogeneity of the senescent phenotype, which makes it difficult to find robust and consistent markers [5, 12, 13]. Thus, a comprehensive analysis of the senescent transcriptome at the individual-cell level will be immensely valuable.

Here, we used single-cell RNA sequencing (scRNA-seq) analysis to document both the diverse transcriptomes of human senescent fibroblasts at an individual-cell scale, and the changes in the transcriptome over time during etoposide-triggered senescence. We have applied this approach using different senescence-triggering stimuli: replicative senescence (RS, recapitulating the process exhaustion of cell division), and DNA damage inducers such as ionizing radiation (IR, used in cancer radiotherapy) and etoposide (ETO, an anti-cancer chemotherapy drug). Analysis of these cells revealed that RS populations displayed broad heterogeneity of transcriptomic patterns, while cells undergoing IR- and ETO-induced senescence showed gene expression patterns that were more similar to each other. By tracking the transitions during senescence initiation and progression in these paradigms, we uncovered the development of divergent senescence programs. Furthermore, we characterized two senescence paths with strikingly different transcriptomic profiles: one exhibiting increased levels of *CDKN2A* mRNA (encoding the tumor suppressor and senescence driver p16), and another characterized by dysregulation of splicing and expression of long noncoding RNAs (lncRNAs). These results advance our understanding of the complexity of senescence phenotypes and illustrate the different transcriptomic paths that characterize senescence programs.

## MATERIALS AND METHODS

### Cell culture and treatments, SA-β-Gal activity, and BrdU incorporation

Human diploid WI-38 fibroblasts (NIGMS Human Genetic Cell Repository at the Coriell Institute for Medical Research; Repository ID AG06814-N) were cultured in Dulbecco’s modified Eagle’s medium (DMEM, Gibco) supplemented with 10% FBS, 1% antibiotics, and 1% non-essential amino acids (Gibco). Cell cultures were maintained in an incubator at 37° C and 5% CO_2_. For replicative senescence (RS), cells were cultured until replicative exhaustion [reaching population doubling level (PDL) > 50]. To induce senescence by treatment with ionizing radiation (IR), proliferating (PDL 24) fibroblasts were exposed to 10 Gray (Gy) and incubated for an additional 10 days. For etoposide (ETO)-induced senescence, cells were treated with either DMSO or 50 μM ETO for six days, then cultured in regular medium without DMSO or ETO-containing medium for four additional days. In time course experiments, cells were collected at 0 (untreated), 1, 2, 4, 7, and 10 days after ETO treatment. For synchronization in G0/G1, cells were washed twice in 1× PBS and cultured in media containing 0.2% FBS for 48 h; cells were then treated with DMSO or ETO with DMSO or ETO.

Senescence was confirmed by staining for senescence-associated β-galactosidase (SA-β-Gal) activity and by measuring BrdU incorporation. SA-β-Gal activity was measured following the manufacturer’s instructions (Cell Signaling Technology). Briefly, cells were washed with 1× PBS, fixed for 10 min at room temperature, and stained overnight with a freshly prepared X-Gal solution (pH 6.0). Micrographs were acquired by using a camera (Nikon Digital Sight) adapted to a microscope (Nikon Eclipse TS100). BrdU incorporation was measured by using the BrdU Cell Proliferation Assay Kit (Cell Signaling Technology). Briefly, cells were incubated in media containing BrdU for 24 h, then fixed and denatured before the addition of the detection antibody. An anti-mouse IgG HRP-linked antibody was used to recognize the bound antibody; the HRP substrate TMB was added to develop color. We halted the development of color by adding the STOP solution and measured BrdU incorporation using a GloMax plate reader (Promega).

### 10x Genomics single-cell library construction, and RNA-sequencing

Single-cell libraries were prepared in two repeats per senescence model and one per time point of the ETO time course experiments using Chromium Next GEM Single Cell 3ʹ Kits v3.1 with Chip G (10x Genomics). In short, collected cells were counted and suspensions of ~7,000 single cells were loaded onto the Chromium Controller Instrument for generation of gel bead-in-emulsions (GEMs). The captured cells were lysed, and the RNA was barcoded while reverse-transcribed in each GEM. GEMs were then broken and the synthetized cDNA was used for library preparation following the manufacturer’s protocol. cDNA quality was assessed on the Agilent Bioanalyzer with High-Sensitivity DNA kit (Agilent). The libraries were sequenced on an Illumina NovaSeq 6000 sequencer with 45,000 to 100,000 mean reads per cell. RNA-seq data were deposited in GEO (GSE226225).

### Quality control and sample processing

10x sequencing libraries were converted into feature-barcode matrices following the Cell Ranger (10x Genomics, version 5.0.0) pipeline. After demultiplexing, the function ‘cellranger count’ was used with default parameters, with the argument ‘include-introns’. Reads were mapped using the Cell Ranger prebuilt annotation platform GRCh38. Subsequent analysis of obtained read count matrices was carried out using the R package Seurat, version 4.1.0 [14]. Applying quality control measures, cells were included for analysis based on the proportion of mitochondrial RNA (<12%), quantity of RNA reads (between 1,000 and 120,000 transcripts for senescent versus control and between 1,200 and 120,000 transcripts for ETO time course analysis), and number of expressed genes (at least 300 independent genes per cell). For the senescence model, one control sample was found to be of a poor quality and was excluded from the analysis.

Each sample was normalized with the ‘LogNormalize’ method using the ‘NormalizeData’ function, and the top 2000 highly variable genes were selected from individual samples with the function ‘FindVariableFeatures’. For reliable single-cell analysis and comparison across conditions, we integrated the individual 10x libraries using the R package Seurat via the pipeline recommended by the developers. Integration anchors were selected with the function ‘FindIntegrationAnchors’, and the samples were integrated using the function ‘IntegrateData’. The integrated dataset was used for dimensional reduction, clustering, and downstream analysis. The ‘RNA assay’ was used when comparing gene expression. Cell cycle scores were assigned using the function ‘CellCycleScoring’ with the cc.genes.updated.2019 dataset provided by Seurat.

### Dimensional reduction and clustering

Dimensional reduction and clustering analysis of integrated data followed the standard Seurat workflow. First, the function ‘ScaleData’ was used to scale the expression values of each gene in integrated data and then the principal component analysis (PCA) implemented with the ‘RunPCA’ function was performed. The top 20 principal components, determined by the ‘ElbowPlot’ method, were applied for two-dimensional data visualization with the uniform manifold approximation and projection (UMAP) via ‘RunUMAP’ function; 20 dimensions were used to find nearest neighbors with default parameters. Clusters were identified using the Louvain algorithm with a resolution of 0.25 when comparing senescence models and a resolution of 0.35 when analyzing the ETO time course. Cluster identities were kept but reordered to aid comparison.

### Genes encoding differentially abundant RNAs

Differentially expressed genes for each senescence model were identified by comparing normalized expressed RNAs for each model to RNAs expressed in control cells via the function’ FindMarkers’ and then merging the results. When comparing clusters, the function ‘FindAllMarkers’ was employed to find marker genes that characterized a specific cluster compared to all other clusters. Genes (RNAs) with absolute average log fold change > 0.25, expressed in minimum 0.25 fraction of a cluster, and with adjusted p-value < 0.05, were retained as marker genes. Overlapping gene numbers among clusters were visualized using UPsetR software.

### Gene set enrichment analysis and process scoring

Gene set enrichment analysis (GSEA) of Gene Ontology (GO) terms employed the ClusterProfiler (version 4.0.5) [15] function ‘gseGO’ on cluster marker genes and their average log fold-change values to find enriched biological processes. Significant processes were defined as having adjusted p-value < 0.05. To reduce the redundancy of terms, the function ‘simplify’ was used with a similarity cutoff of 0.7 when comparing senescence models, and 0.6 when analyzing the ETO time course. The GSEA of “REACTOME_MRNA_SPLICING” gene set from Molecular Signature Database [16] was evaluated using the ‘GSEA’ function. In process scoring, each cell was scored for expression of a gene set representing GO terms selected from GSEA. Genes associated with each term were taken from all clusters for which the term was significantly enriched. The Seurat function ‘FindMarkers’ was applied comparing combined senescent datasets to control cells using these genes. Enrichment scores for senescent cells were selected and used for scoring via the Seurat function ‘AddModuleScore’.

### RNA velocity and splice ratio

For measurement of RNA velocity, the bam files generated from each sample by Cell Ranger were used to create loom files with counts divided into spliced, unspliced, and ambiguous RNA by the standard Velocyto.py (version 0.17) pipeline [17]. In short, the function ‘Velocyto run’ was applied in command line using filtered-feature-barcode matrices, position-sorted (possorted) bam files, and the GRCh38 annotation platform. Loom files were converted to Seurat objects using the ‘as.Seurat’ function in the SeuratObject package. Cell barcodes in these matrices needed to be converted to match their Cell Ranger-generated counterparts. Data from the spliced, unspliced, and ambiguous RNAs were transferred from Velocyto-generated objects to the original objects for further analysis. Splice ratios were calculated from the number of unspliced transcripts relative to total RNA content (spliced + unspliced + ambiguous). RNA velocity was estimated using the function ‘RunVelocity’ included in the SeuratWrappers (version 0.3.0) package using parameters described in the Seurat developers’ vignette (kcells = 25, fit.quantile = 0.02, deltaT = 1, reduction = “umap”). To preserve dynamic changes in population trends, this function was run on two-day intervals instead of the entire integrated dataset. Velocity estimates were visualized using the Velocyto.R (version 0.6) function ‘show.velocity.on.embedding.cor’.

### RT-qPCR analysis

RNA was isolated using phenol-chloroform according to the manufacturer’s instructions (TriPure™ Isolation Reagent, Sigma-Aldrich). Total RNA (500 ng) was used for reverse transcription (RT) followed by quantitative (q)PCR analysis. RT was performed using the Maxima Reverse Transcriptase protocol (Thermo Fisher) and qPCR analysis was carried out using specific primer pairs and SYBR green master mix (Kapa Biosystems) with a QuantStudio 5 Real-Time PCR System (Thermo Fisher). Relative RNA levels were calculated by normalizing to *GAPDH* mRNA, encoding the housekeeping protein GAPDH, using the 2^-ΔΔCt^ method.

## RESULTS

### Heterogeneity of expressed transcriptomes in different WI-38 fibroblast senescence models

To better understand the different molecular processes that underlie the heterogeneity of cellular senescence, we comprehensively investigated the single-cell transcriptomes of human diploid fibroblasts (WI-38) exposed to different senescence-triggering stimuli. Proliferating cells (CTRL) at population doubling level 24 (PDL 24) were grown until their replicative potential was exhausted (PDL 57) and they reached replicative senescence (RS). To establish senescence by exposure to ionizing radiation (IR), proliferating cells were exposed to 10 Gy IR, then cultured for 10 additional days. To establish senescence by exposure to etoposide (ETO), cells were cultured in media containing 50 μM ETO for six days and then cultured in regular media for another four days, as described [18]. Cell senescence and proliferative arrest were confirmed by the presence of increased SA-β-Gal activity and decreased BrdU incorporation, respectively (Figure 1A). To measure gene expression profiles at the single-cell level, each sample was processed using single-cell RNA-sequencing (scRNA-seq) analysis following the 10x Genomics pipeline. 

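WI-38 is a strain of diploid fibroblasts from human lung with a finite number of divisions in culture. In droplet-based 3′ scRNA-seq, the RNA of each captured cell receives a barcode for the cell and a unique molecular identifier (UMI) for each molecule, so that every UMI counted stands for 1 captured transcript. Counts of 7 libraries were analysed, namely 1 of CTRL cells and 2 each of RS, IR and ETO cells. The Methods state that another control library was left out for poor quality, and CTRL therefore had no replicate. The paper gives 6 days in 50 μM ETO and 4 days in regular media for the ETO samples, whereas the sample labels give 10 days in ETO. The authors aligned the reads to GRCh38 with Cell Ranger, intronic reads included, and deposited the UMI counts of every gene for each barcode called a cell, without normalization or further filtering. Because reads on introns were counted, long genes and nuclear transcripts gain counts that a count of exons alone would miss. Starting from these counts, the filter of the Methods was applied, the counts of the retained cells were summed per library, and groups were compared on the sums with edgeR's quasi-likelihood test after TMM normalization. A single fit to all 7 libraries shared its estimate of the spread, so that CTRL was assumed to vary like the other groups. The replicates of each model were distinct libraries, with a chi-square per degree of freedom between their counts of 27.1 for RS, 31.3 for IR and 30.5 for ETO. In counts simulated at the depth of these libraries with 200 genes changed 2-fold, the test recovered 71.8% of those tested for RS against CTRL, 68.3% for IR and 74.2% for ETO.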

Out of a total of 27,827 cells, quality control filtering (Material and Methods) retained 20,299 cells for downstream analysis. 

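The files held 27622 barcodes, of which 20037 cells (72.5%) had less than 12% mitochondrial UMIs, between 1000 and 120000 UMIs and at least 300 genes. The CTRL library kept 5585 of 5608 barcodes (99.6%). The RS libraries kept 2781 of 2920 (95.2%) and 2321 of 2670 (86.9%). In contrast, the IR libraries kept 2658 of 5173 (51.4%) and 2318 of 3519 (65.9%), and the ETO libraries 2376 of 3928 (60.5%) and 1998 of 3804 (52.5%). The retained cells of CTRL had a total of 129914068 UMIs and a median of 21110 per cell. RS replicates 1 and 2 had totals of 95564353 and 94138327 UMIs, with medians of 33084 and 42501. The totals of IR were 69116543 and 69292636 UMIs, with medians of 14545 and 14646.5 per cell. ETO had the shallowest libraries, with totals of 65545042 and 46571411 UMIs and medians of 12615.5 and 8693.5. Cells of at most 3000 UMIs made up 0.143% of the retained CTRL cells, 1.98% and 4.48% of RS, 24.3% and 21.8% of IR, and 22.3% and 26.4% of ETO. Doublets were called with Scrublet, whose automatic threshold marked 4 of the 20037 cells and thus did not work on these libraries, and no cell was removed as a doublet.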

We framed transcriptomic heterogeneity across all senescence models by integrating the individual cell RNA expression profiles from each condition (CTRL, RS, IR, and ETO) into one dataset.

**Figure 1:**
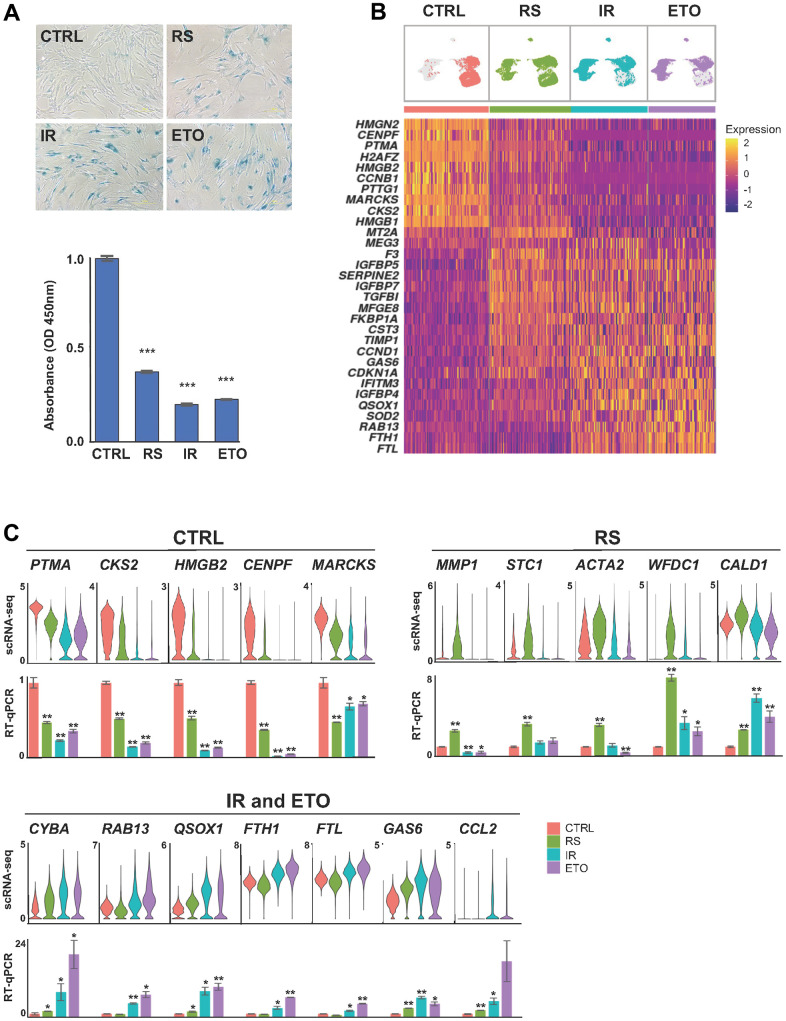
**Shared and distinct transcriptomes of WI-38 fibroblasts in different senescence models.** (**A**) WI-38 fibroblasts that were proliferating at PDL 24 (CTRL), cultured until replicative exhaustion at PDL 57 (RS), exposed to 10 Gy of ionizing radiation and cultured for an additional 10 days (IR), or cultured for six days in media containing 50 μM of etoposide and in regular media for another four days (ETO), were analyzed for SA-β-Gal activity (top), and proliferation rates evaluated by measuring by BrdU incorporation (bottom) and compared to the CTRL population. (**B**) Top, UMAP plots with distribution of cells that were color-coded for each group. Bottom, heatmap showing the relative expression of top marker mRNAs in each population. (**C**) The expression levels of representative top markers from scRNA-seq data (top) were validated by RT-qPCR analysis (bottom). The relative levels of each mRNA in CTRL, RS, IR, and ETO were first normalized to *GAPDH* mRNA levels and each senescence model was compared to CTRL cells. In (**A**, **C**) significance was assessed by two-tailed unpaired Student’s *t*-test, n = 2, *p < 0.05, **p < 0.01, ***p < 0.001.

First, we sought insight into the differences in gene expression patterns across cells from each senescence model. UMAP analysis of the integrated data revealed broad transcriptomic heterogeneity across RS cells that vastly overlapped with CTRL, IR, and ETO samples (Figure 1B). In contrast, IR and ETO cell transcriptomes were more similar to one another and were different from the CTRL group. 

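The distance between libraries was taken as the root mean square difference in log2 CPM over 4438 genes with a mean log2 CPM of at least 5. The RS libraries lay 0.621 and 0.564 from CTRL and between 0.600 and 0.627 from the IR libraries. Their distance to ETO was larger, from 0.737 to 0.789. The 2 RS libraries differed from each other by 0.145, so that each of these distances exceeded the difference between replicates. RS was therefore about as far from CTRL as from IR on this scale.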

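On the same scale, the distances between IR and ETO libraries ran from 0.283 to 0.474, and those between CTRL and either model from 0.875 to 0.965. Replicates differed by 0.225 in IR and 0.221 in ETO, so that the closest pair of IR and ETO libraries was little farther apart than replicates. Of 21807 genes tested, 1902 differed between IR and ETO at an adjusted p under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, n = 2 against 2), 958 of them higher in IR and 944 lower. Against CTRL, 12207 genes differed in IR (5945 higher, 6262 lower) and 13038 in ETO (6594 higher, 6444 lower). RS differed from CTRL in 7643 genes (3784 higher, 3859 lower), from IR in 10397 and from ETO in 12756. The number for IR against ETO moved most with the processing, to 3839 genes with no filter on low counts and to 505 when Day 0 and Day 10 of the ETO time course were added as further CTRL and ETO libraries. It also fell when IR replicate 2 or either RS replicate was left out, and rose without ETO replicate 1. The RS libraries enter this comparison only through the shared fit, so the changes cannot be assigned to single IR or ETO libraries. The number for RS against CTRL fell to 3875 without RS replicate 1 and to 4978 without RS replicate 2.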

Interestingly, transcripts encoding cell cycle and proliferation proteins (e.g., *CCNB1, PTMA*, *CKS2,* or *HMGB1/2* mRNAs) were lower in some of the RS cells and in most of the IR and ETO cells, in keeping with the broader transcriptomic diversity of the RS cell populations (Figure 1B and Supplementary Table 1). 

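CCNB1 (ENSG00000134057), which encodes cyclin B1, lies on chromosome 5 of GRCh38 from 69167135 to 69178245. Its level was 275.8 CPM in CTRL (TMM-normalized), 94.4 ± 7.86 (SD, n = 2) in RS, 7.84 ± 0.907 (SD, n = 2) in IR and 5.50 ± 0.825 (SD, n = 2) in ETO. Relative to CTRL, the log2 fold change of CCNB1 was -1.55 in RS (standard error 0.15, adjusted p = 5.04e-05 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), -5.14 in IR (adjusted p = 1.99e-09) and -5.64 in ETO (adjusted p = 9.81e-10). PTMA (ENSG00000187514) had 2908 CPM in CTRL, 1226 ± 101 in RS, 446.5 ± 61.2 in IR and 508.3 ± 3.34 in ETO, with log2 fold changes of -1.25, -2.70 and -2.52. The log2 fold changes of CKS2 (ENSG00000123975) were -1.0 in RS, -3.0 in IR and -3.35 in ETO. HMGB1 (ENSG00000189403) changed by -1.08, -2.66 and -2.60, and HMGB2 (ENSG00000164104) by -1.18, -3.95 and -3.98, in the same order. For these 5 genes, the adjusted p from the same test was at most 0.00103 in RS and lower in both other models. All 5 were lower in both libraries of every model than in CTRL, and each was called in all 13 ways of processing that were tried. For each gene, the change in RS was smaller than in IR and ETO.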

Markers commonly associated with cellular senescence, including *CDKN1A*, *SERPINE2*, *IGFPB5/7*, *TGFBI*, and *CCND1* mRNAs were upregulated in most cells from all senescence models when compared to proliferating (CTRL) cells. 

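CDKN1A (ENSG00000124762), which encodes the cyclin-dependent kinase inhibitor p21, lies on chromosome 6 of GRCh38 from 36676460 to 36687337. Its level rose from 137 CPM in CTRL to 352.9 ± 60.7 (SD, n = 2) in RS, 1014 ± 85.0 (SD, n = 2) in IR and 851.2 ± 101 (SD, n = 2) in ETO. The corresponding log2 fold changes were 1.36 (standard error 0.21, adjusted p = 0.000766 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), 2.89 (adjusted p = 2.06e-06) and 2.64 (adjusted p = 3.33e-06). IGFBP5 (ENSG00000115461), on chromosome 2 from 216672105 to 216695549, had 468.4 CPM in CTRL, 2004 ± 2.20 in RS, 2462 ± 317 in IR and 2223 ± 45.6 in ETO. Its log2 fold changes of 2.10, 2.39 and 2.25 were closer to each other than those of CDKN1A. SERPINE2 (ENSG00000135919) rose by 2.03 in RS, 1.87 in IR and 2.24 in ETO on the log2 scale. The log2 fold changes of TGFBI (ENSG00000120708) were 2.09, 1.73 and 1.72, and those of IGFBP7 (ENSG00000163453) 1.76, 1.29 and 1.04. CCND1 (ENSG00000110092) rose by 1.16 in RS, 1.48 in IR and 1.12 in ETO. Every one of these changes had an adjusted p of at most 0.00213 from the same test, and each was called under all 13 ways of processing.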

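RAB13 (ENSG00000143545), which encodes a small GTPase, lies on chromosome 1 of GRCh38 from 153981617 to 153986358. Its level was 158.8 CPM in CTRL, 389.3 ± 56.6 (SD, n = 2) in IR and 551.2 ± 68.8 (SD, n = 2) in ETO, with log2 fold changes of 1.29 (standard error 0.20, adjusted p = 0.000221 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.80 (adjusted p = 2.32e-05). In RS, RAB13 had 118 ± 10.2 CPM (SD, n = 2), and its log2 fold change of -0.43 (standard error 0.18) was not past the threshold (adjusted p = 0.0939). With DESeq2 in place of edgeR, the decrease of RAB13 in RS was called (adjusted p = 0.0403). With Day 0 and Day 10 added, the increase of RAB13 in IR was no longer called (log2 fold change 0.86, adjusted p = 0.0778). TIMP1 (ENSG00000102265), on chromosome X from 47582408 to 47586789, had 1255 CPM in CTRL, 4406 ± 181 in RS, 4042 ± 468 in IR and 5590 ± 623 in ETO. The log2 fold changes of TIMP1 were 1.81 (adjusted p = 0.000212), 1.69 (adjusted p = 9.12e-05) and 2.15 (adjusted p = 1.72e-05). QSOX1 (ENSG00000116260) rose from 112.2 CPM to 260.7 ± 17.2 in RS, 935.9 ± 108 in IR and 1247 ± 190 in ETO, with log2 fold changes of 1.22 (adjusted p = 0.00122), 3.06 and 3.47. The call for QSOX1 in RS was lost with Day 0 and Day 10 added (log2 fold change 0.87, adjusted p = 0.0847).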

Other transcripts that were highly expressed in all senescence models, included *RAB13*, *TIMP1*, *IGFBP5,* and *QSOX1* mRNAs. Accordingly, GSEA of GO gene sets showed enrichment of cell cycle and proliferation markers in CTRL cells, increased markers of extracellular matrix organization and cell adhesion in RS, as well as upregulation of autophagy, mitochondria and oxidative stress markers in IR and ETO cells (Supplementary Figure 1A). 

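Because GO annotation was not used here, 3 gene lists fixed before the data were examined were tested against CTRL with limma's camera at a preset inter-gene correlation of 0.01. They were the S and G2/M genes of Seurat, nuclear genes of oxidative phosphorylation, and genes of the extracellular matrix, both of the latter chosen by their symbols. The 97 cell cycle genes were lower in every model, with median log2 fold changes of -0.70 in RS (95 of 97 lower, adjusted p = 6.47e-16 from camera with Benjamini-Hochberg adjustment), -4.16 in IR (96 lower, adjusted p = 3.56e-36) and -4.34 in ETO (96 lower, adjusted p = 3.26e-36). Of the extracellular matrix genes, 73 were higher in RS, 81 in IR and 84 in ETO, with medians of 0.14 (adjusted p = 0.0176), 0.57 (adjusted p = 0.00491) and 0.85 (adjusted p = 0.00116). The median of the 85 oxidative phosphorylation genes was 0.39 in RS (64 higher, adjusted p = 0.000408), 0.66 in IR (68 higher, adjusted p = 0.000264) and 0.24 in ETO (54 higher, adjusted p = 0.0673). Without ETO replicate 2, the last of these passed the threshold (adjusted p = 0.00258). The calls for the cell cycle and extracellular matrix genes also held under fry, which estimates the correlation between genes from the data, with adjusted p of at most 0.000819. Those for the oxidative phosphorylation genes did not, with adjusted p of 0.297 in RS and 0.123 in IR. Lists for autophagy and oxidative stress were not analysed here.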

The expression levels of mRNAs from select top marker genes representing each experimental condition relative to CTRL cells by scRNA-seq analysis were validated by RT-qPCR analysis employing primer pairs designed specifically to amplify each mRNA. For validation by RT-qPCR analysis, the mRNAs chosen from the CTRL group were those most highly reduced in the three senescence models; for the RS validation group, the mRNAs chosen were those selectively elevated in this group relative to the CTRL, IR, and ETO groups; and given the extensive overlap between IR and ETO models, the abundant mRNAs preferentially expressed in both models were chosen for validation (Figure 1C and Supplementary Table 2).

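The mRNAs drawn in Figure 1C were compared between groups in the summed counts. For the CTRL group, CENPF (ENSG00000117724) fell from 288.3 CPM to 106.1 ± 5.65 (SD, n = 2) in RS, 5.45 ± 0.941 (SD, n = 2) in IR and 2.74 ± 0.000554 (SD, n = 2) in ETO. MARCKS (ENSG00000277443) changed least of this group, with log2 fold changes against CTRL of -1.27, -1.56 and -1.77 (adjusted p of at most 0.00011 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Of the RS group, MMP1 (ENSG00000196611), on chromosome 11 of GRCh38 from 102789401 to 102798160, had 123.8 CPM in CTRL, 284.3 ± 33.5 in RS, 36.1 ± 3.00 in IR and 42.2 ± 12.7 in ETO. Its log2 fold changes were 1.20 in RS (standard error 0.23, adjusted p = 0.00279), -1.78 in IR (adjusted p = 4.01e-05) and -1.55 in ETO (adjusted p = 0.000105). STC1 (ENSG00000159167) changed by 1.81 in RS, -0.71 in IR and -0.58 in ETO, and each decrease was called under 12 of 13 ways of processing. ACTA2 (ENSG00000107796) changed by 1.26 in RS and -1.06 in ETO, with no call in IR (log2 fold change -0.24, adjusted p = 0.258). CALD1 (ENSG00000122786) likewise changed by 1.11 in RS and -0.71 in ETO, and was not called in IR (-0.01, adjusted p = 0.981). WFDC1 (ENSG00000103175) rose in all 3 models, by 3.15 in RS, 2.08 in IR and 1.27 in ETO, and was higher in RS than in IR by 1.08 and than in ETO by 1.88 (adjusted p = 8.87e-05 and 1.08e-06). Of the mRNAs for IR and ETO, FTH1 (ENSG00000167996) changed by 1.98 in IR, 2.21 in ETO and -0.26 in RS (adjusted p = 0.455), and FTL (ENSG00000087086) by 1.72, 1.87 and -0.27 (adjusted p = 0.444). CCL2 was close to its CTRL level in RS (log2 fold change -0.02, adjusted p = 0.968) and rose by 4.23 in IR and 4.06 in ETO. CYBA and GAS6 also rose in RS, by 1.27 and 1.56, against 2.07 and 2.34 in IR and 1.87 and 1.70 in ETO.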

### Transcriptomic patterns across different senescence models

To explore the transcriptomic patterns and their contribution to the senescence models, we performed clustering analysis of the integrated data. The analysis identified eight cell clusters with distinct transcriptomic patterns organized into four major cell groups: clusters 5 and 0 in one group, clusters 1 and 3 in the second, clusters 2, 4, and 7 in the third, and cluster 6 at the greatest distance from other clusters in the UMAP space (Figure 2A). 

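The 20037 cells were clustered with the authors' workflow in Seurat, namely anchor-based integration of the libraries, 20 principal components and Louvain clustering. The genes that the text of the paper names for its clusters were left out of the variable genes, so that the clustering did not use their levels directly. This gave 7 clusters, A to G, which were matched to the groups of the paper by markers fixed before the data were examined that appear in Figure 2E. Clusters B (4556 cells) and D (2319) matched clusters 5 and 0, clusters C (3137) and E (2284) matched clusters 2, 4 and 7, and cluster G (691) matched cluster 6. Clusters A (4837 cells) and F (2213) scored highest for clusters 1 and 3. However, of the markers used for matching, F had ROBO2 of cluster 6 and none of clusters 1 and 3 among its 10 leading genes, which also held GDF15, named by the paper for clusters 1 and 3, and MALAT1 and NEAT1, named for cluster 6, so that A and F are described by their letters. C and E had medians of 3530 and 4788 UMIs per cell, 0.260 and 0.291 of the median of their own libraries. A, in contrast, had a median of 45746 UMIs, 1.73 of that of its libraries.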

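CTRL cells lay mostly in clusters B (51.8%) and D (25.0%), with 12.6% in F and 10.3% in A. Of the RS cells, 33.9% ± 5.04 (SD, n = 2) lay in A, 20.0% ± 1.20 in B, 15.7% ± 2.60 in D, 13.9% ± 0.163 in F, 7.24% ± 4.75 in C and 6.68% ± 3.71 in E. In IR, A held 29.8% ± 2.74, C 25.0% ± 2.70, E 19.8% ± 2.27, B 10.2% ± 0.789 and D 1.90% ± 0.612. In ETO, C was the largest with 35.4% ± 4.46, followed by A with 23.3% ± 7.31, E with 22.1% ± 3.12 and B with 3.03% ± 0.600. In RS, the clusters matched to 2, 4 and 7, taken together, differed most between replicates, with 7.95% and 19.9% of the cells in replicates 1 and 2. In IR their shares were close, at 44.5% and 45.1%.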

Cells in the CTRL, RS, IR, and ETO showed different distributions across these groups (Figure 2B, 2C and Supplementary Table 3).

**Figure 2:**
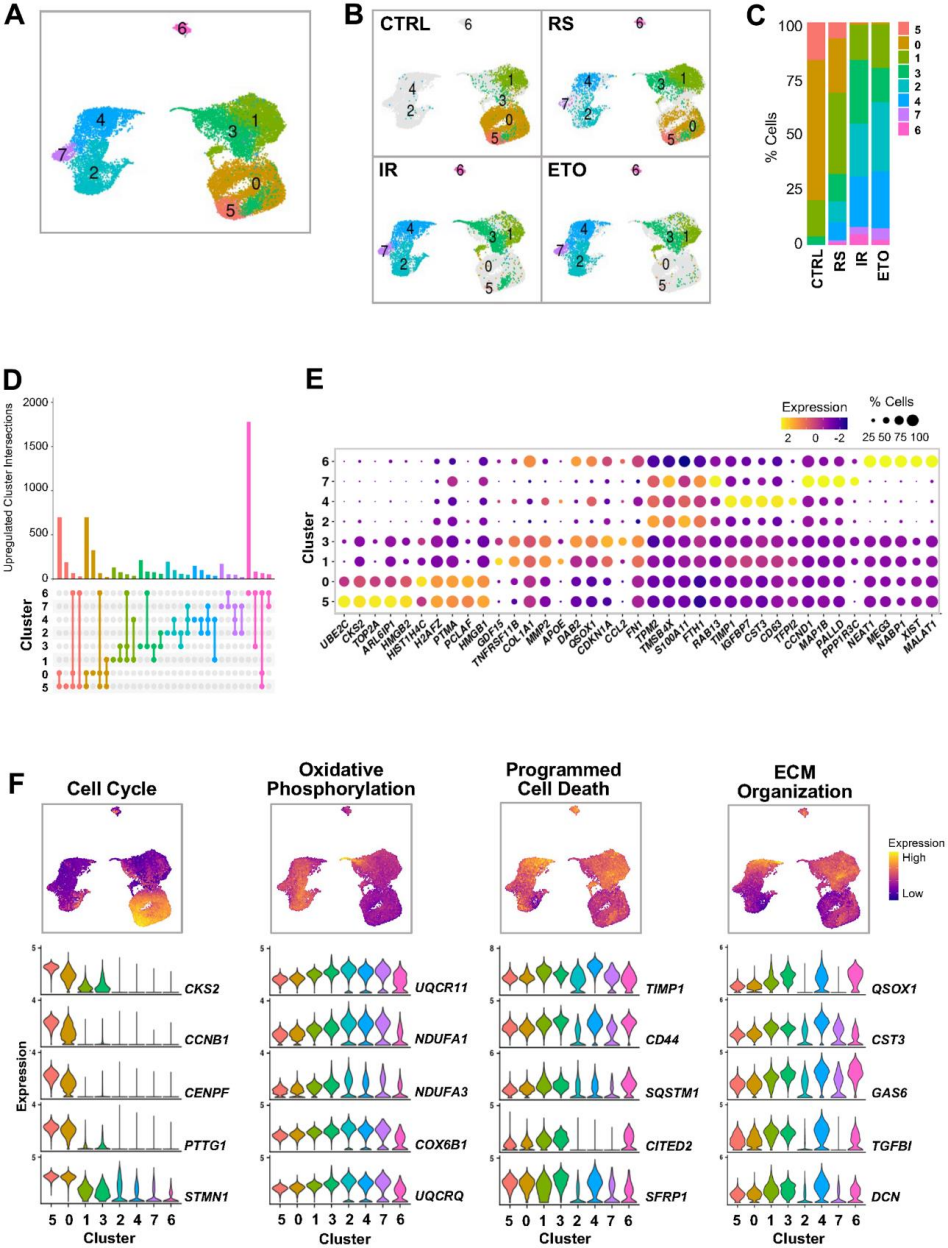
**Clustering analysis of integrated single-cell senescence models.** (**A**) UMAP illustrating the cell clusters with different gene expression profiles, distinguished by unsupervised clustering of integrated samples from Figure 1. (**B**) Distribution of cell clusters from (**A**) in each sample analyzed. (**C**) Percent composition of cell clusters from (**B**) in each sample. (**D**) Overlap of upregulated RNA sets among clusters. Set size: number of upregulated RNAs in each cluster. Each column shows number of genes encoding RNAs that are either unique for one cluster (single dot) or shared by clusters (dots connected by lines). (**E**) Top highest expressed marker RNAs in each cluster. Dot color represents average gene expression levels scaled across all clusters, and dot size indicates percentage of cells expressing specific gene in each cluster. Clusters are ordered by similarity of the transcriptomes in (**A**). (**F**) Select GO terms of GSEA performed for each cluster (Supplementary Figure 1B). Cells are colored by gene expression signature scores of indicated GO terms assessed for each cell and presented in UMAP space (top). Violin plots show expression levels of RNAs from top genes contributing to scoring across all clusters (bottom).

The cells of clusters 5 and 0 represented almost 80% of the CTRL cells, 30% of the RS cells, and only ~1% of the IR and ETO cells. They also showed major overlap among them (Figure 2D) with the highest expression of mRNAs encoding proteins that promote cell cycle, proliferation, and transcription, including *CKS2, HMGB1/2, TOP2A, PCLAF, PTMA, CCNB1* and *MKI67* mRNAs (Figure 2E and Supplementary Table 4). Accordingly, the GSEA of GO terms performed on differentially expressed genes in each cluster compared to the rest of the cells, showed positive enrichment of gene sets related to cell cycle and cell division in clusters 5 and 0 (Figure 2F and Supplementary Figure 1B), supporting the proliferative status of these cells.

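Cells matched to clusters 5 and 0 were 4287 of 5585 in CTRL, or 76.8% (95% exact binomial interval 75.6% to 77.9%, for counting error only). Their share was 35.6% ± 3.80 (SD, n = 2) in RS, 12.1% ± 0.177 (SD, n = 2) in IR and 3.48% ± 0.609 (SD, n = 2) in ETO. The differences between the 4 groups were larger than the spread between replicates, and with 1 CTRL library no test was made. Among the other ways of clustering, leaving out the integration moved these shares most, to 45.4% in RS, 3.71% in IR and 0.411% in ETO. With the methods' variable genes and none held out, they were 79.6% in CTRL, 14.3% in IR and 5.16% in ETO.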

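Within each of the 7 libraries, the summed CPM in clusters 5 and 0 was set against that of the other cells, and the log2 ratio was averaged over libraries. MKI67 had a mean log2 ratio of 3.92 (range 2.89 to 5.41) and was higher in 7 of 7 libraries. TOP2A followed with 3.50 (2.28 to 4.69), PCLAF with 2.72, CCNB1 with 2.49 (0.99 to 4.06) and HMGB2 with 2.11 (0.72 to 4.31), each higher in 7 of 7. CKS2 had 1.33 (0.26 to 2.75) and HMGB1 0.82, also in 7 of 7. The ratio of PTMA was 0.42 (-0.03 to 0.93), with 6 of 7 libraries higher.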

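Among the cells outside clusters 5 and 0, cluster A held 10.3% of CTRL cells and between 18.1% and 37.5% of the cells of each other library. Cluster F held 12.6% of CTRL cells, 7.15% ± 0.901 (SD, n = 2) of IR and 10.2% ± 0.343 (SD, n = 2) of ETO cells. In F, the RS share of 13.8% in replicate 1 and 14.0% in replicate 2 was close to that of CTRL.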

The cells in clusters 1 and 3 represented the remaining 20% of CTRL, almost 50% of RS cells, and ~40% of each IR and ETO treated populations. These clusters included high abundance of mRNAs encoding proteins associated with growth arrest (e.g., *CDKN1A* and *GDF15* mRNAs) and protein components of the senescence-associated secretory phenotype (SASP) (e.g., *COL1A1*, *MMP2* and *CCL2* mRNAs). Accordingly, GSEA revealed that clusters 1 and 3 included cells with reduced growth and increased secretory activity.

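Levels in clusters A and F were set against those in cluster B, which matched clusters 5 and 0, within each of the 7 libraries. The mean log2 ratio of GDF15 (ENSG00000130513) was 1.42 in F (range 0.79 to 2.36), higher in 7 of 7 libraries, and 0.72 in A (-0.27 to 2.32), higher in 5 of 7. CDKN1A had ratios of 0.22 in A and 0.16 in F, each higher in 5 of 7 libraries. MMP2 had 0.52 in A (0.13 to 0.93) and 0.41 in F (0.24 to 0.59), both in 7 of 7. CCL2 was higher in A in 7 of 7 libraries, with a ratio of 0.63 (0.35 to 0.97), but in 2 of 7 in F. The ratios of COL1A1 were 0.35 in A, higher in 5 of 7 libraries, and 0.24 in F, higher in 4 of 7.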

The cells in clusters 2, 4, and 7 were almost devoid (~0.5%) of CTRL cells, but comprised ~20% of the RS population, and > 50% of each of the IR and ETO populations. These clusters shared expression of many top markers *TPM2, TMSB4X, S100A11*, and *FTH1* mRNAs and were highly distinct from other clusters (Figure 2A–2E). 

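Cells matched to clusters 2, 4 and 7 were 14 of 5585 in CTRL, or 0.251% (95% exact binomial interval 0.137% to 0.420%). They made up 13.9% ± 8.46 (SD, n = 2) of RS, 44.8% ± 0.433 (SD, n = 2) of IR and 57.6% ± 7.58 (SD, n = 2) of ETO cells. Because these cells had few UMIs, a minimum of 3000 UMIs per cell lowered the shares to 30.4% in IR and 45.1% in ETO.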

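TPM2 was higher in these clusters than in the other cells of 6 of 6 libraries, the CTRL library having fewer than 20 such cells, with a mean log2 ratio of 1.26 (range 1.00 to 1.54). S100A11 had a ratio of 1.11 and TMSB4X of 0.97, both in 6 of 6 libraries. FTH1 had 0.45 (-0.08 to 1.00) and was higher in 5 of 6. MALAT1 (ENSG00000251562) and NEAT1 (ENSG00000245532), whose transcripts stay in the nucleus, had mean log2 ratios of -6.66 and -7.11 in the same clusters.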

Of the three clusters (2, 4, and 7), cluster 2 showed the highest levels of mRNAs encoding oxidative phosphorylation proteins, while cluster 4 appeared to be closely associated to the SASP, with highest expression of mRNAs encoding tissue and extracellular matrix (ECM) remodeling proteins (*TIMP1*, *IGFBP7*, *MMP1*, and *SERPINE2* mRNAs) (Figure 2F and Supplementary Figure 1B and Supplementary Table 4). 

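Of the clusters matched to this group, C had the higher level of oxidative phosphorylation genes in 6 of 6 libraries, with a mean log2 ratio to E of 0.34 (range 0.29 to 0.44). Their summed level was 43212 CPM in C and 34124 in E, as means over the 6 libraries. E in turn had the higher levels of TIMP1, with 13982 CPM against 2326 in C, and of IGFBP7, with 6734 CPM against 814.7. MMP1 had 727 CPM in E and 36.7 in C, and SERPINE2 688.6 and 64.0. The log2 ratios of C to E were -2.60 for TIMP1, -3.0 for IGFBP7, -3.90 for MMP1 and -3.44 for SERPINE2, and C was higher in 0 of 6 libraries for each.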

Cluster 7 cells displayed the most marked upregulation of known senescence markers, including *CDKN2A*, *CCND1*, and *CCND2* mRNAs, as well as *PINK1* mRNA, encoding the protein PINK, which is implicated in Parkinson’s disease and regulates mitochondrial quality control [19], and *IGFBP5* mRNA, encoding a potent inducer of fibrosis and ECM remodeling [20]. Together, the cells in clusters 2, 4, and 7 represent a heterogeneous senescent cell population with transcriptomic patterns reflecting different senescent cell states with distinct phenotypes.

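No separate cluster for cluster 7 was found at the resolution used, and its mRNAs were read in C and E. CCND2 was higher in C than in E in 6 of 6 libraries, with a mean log2 ratio of 0.57 (range 0.09 to 1.32). The ratio of CCND1 was 0.53 (-0.07 to 0.97), higher in 4 of 6 libraries, and that of PINK1 (ENSG00000158828) 0.29 (-0.33 to 0.72), also in 4 of 6. CDKN2A (ENSG00000147889), on chromosome 9 of GRCh38 from 21967752 to 21995301, had a ratio of 0.13 (-0.21 to 0.31), higher in C in 5 of 6. Relative to cluster A, PINK1 was higher in 6 of 6 libraries in both C (0.96) and E (0.67), and CDKN2A in 5 of 6, by 0.37 in C and 0.23 in E. IGFBP5 was lower than in A in both, with log2 ratios of -1.21 and -0.84. With the resolution doubled, a cluster of 476 cells, led by RAB13, ARRDC4, PPP1R3C, CCND2 and CCND1, was separate from the others. In the 5 libraries with at least 20 of these cells, the mean log2 ratio to the other cells was 3.36 for CCND1, 3.62 for CCND2, 2.97 for PINK1, 1.43 for IGFBP5 (range 0.37 to 1.91) and 0.69 for CDKN2A. Each was higher in 5 of 5 libraries, and each ratio was the highest among the 11 clusters at that resolution.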

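Cells matched to cluster 6 by their markers were 8 of 5585 CTRL cells, or 0.143% (95% exact binomial interval 0.0619% to 0.282%). The RS libraries held 2.45% and 2.76% of such cells, with a mean of 2.60% ± 0.221 (SD, n = 2). IR had 6.13% ± 2.45 (SD, n = 2), and ETO 5.53% ± 0.676 (SD, n = 2). IR and ETO thus differed by less than the spread between replicates. When clusters were matched by marker scores that were not scaled per gene, a choice made after the data were seen, cluster F was matched to cluster 6 as well, and the share in CTRL became 12.7%.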

Finally, cluster 6 cells showed the most distinct transcriptomes from all other cells and were present in all senescent cells but not in CTRL cells (Figure 2A–2D). Interestingly, the highest expressed transcripts distinguishing this group included multiple long noncoding RNAs (lncRNAs), such as *NEAT1*, *MALAT1*, *XIST*, and *MEG3* (Figure 2E and Supplementary Table 4). 

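In the 6 libraries with at least 20 cells of this cluster, XIST had a mean log2 ratio of 4.13 to the other cells, NEAT1 of 3.77 and MEG3 of 3.66. MALAT1, on chromosome 11 of GRCh38 from 65497640 to 65508073, had a ratio of 3.49 (range 2.87 to 3.95). All 4 were higher in 6 of 6 libraries.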

Supporting the senescent character of these cells, this cluster displayed reduced expression of mRNAs encoding proteins with roles in oxidative phosphorylation and cell death, as well as increased expression of mRNAs encoding proteins implicated in ECM organization; however, due to their low number, we were unable to characterize cluster 6 cells in depth (Figure 2E and Supplementary Figure 1B).

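The summed CPM of the oxidative phosphorylation genes was lower in these cells in 6 of 6 libraries, with a mean log2 ratio of -2.74 (range -3.21 to -2.07). Ribosomal protein genes had a ratio of -3.29, and the mitochondrially encoded genes one of 1.30, higher in 6 of 6. The 95 genes of the extracellular matrix list with at least 1 CPM had a median log2 ratio of 0.66 (range over libraries 0.17 to 0.91), with 57 higher and 38 lower. Among random lists matched on expression it lay at the 94.14th percentile, and among lists matched on gene length as well at the 9.78th. Of single mRNAs for matrix proteins and their modifiers, FN1 had a ratio of -0.33 and QSOX1 of -0.51, each higher in 1 of 6 libraries. TGFBI had -1.20, DCN -1.38 and TIMP1 -2.53, and TGFBI and DCN were higher in 0 of 6. Genes for cell death were not analysed here.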

In summary, we identified four main groups of cells with different transcriptomic profiles consistent with different functions. Proliferating cells (clusters 5 and 0) mainly represented the CTRL population, growth-arrested cells (clusters 1 and 3) mainly comprised the RS population, and two groups of cells with senescent phenotype (clusters 2, 4, and 7, as well as the lone cluster 6) were enriched in the IR and ETO populations. 

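By library, clusters 2, 4 and 7 together with cluster 6 held 0.251% and 0.143% of CTRL cells, while the lowest share of clusters 2, 4 and 7 in an IR or ETO library was 44.5%. From these distributions and the markers of each cluster, the paper concludes that there were 4 main groups of cells, with proliferating cells in CTRL, growth-arrested cells in RS, and 2 groups with a senescent phenotype in IR and ETO. The paper proposes that the latter reflect a mixture of senescence forms or cell states.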

Cells in the latter two groups (clusters, 2, 4, 6, and 7) expressed low levels of mRNAs encoding cell cycle and cell death proteins, but also expressed heterogeneous senescence features, possibly reflecting a mixture of various senescence forms or cell states in this phenotype.

### Cell state dynamics in ETO-induced senescence initiation and progression

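Etoposide (ETO) is an inhibitor of topoisomerase II that causes double-strand breaks in DNA. For the time course, the UMI counts of 6 libraries were analysed, 1 for each of Days 0, 1, 2, 4, 7 and 10. The paper and some of the sample labels describe the Day 0 cells as untreated, whereas another label gives the solvent DMSO as their treatment. As no time point had a replicate, differences between days were not tested, and all intervals given for them cover counting error only. The authors deposited the counts of this experiment in the same form as those of the senescence models, and the filter of the Methods was applied with its minimum of 1200 UMIs per cell. Of 29181 barcodes, 24915 cells (85.4%) were retained. Day 0 kept 5834 of 6518 barcodes, Day 1 kept 3977 of 4221, Day 2 kept 4636 of 5135, Day 4 kept 3457 of 4700, Day 7 kept 3978 of 4749 and Day 10 kept 3033 of 3858. The retained cells held 179090099 UMIs on Day 0, 156468402 on Day 1, 174739926 on Day 2, 130285985 on Day 4, 142948759 on Day 7 and 104962912 on Day 10. The median per cell lay between 27990.5 UMIs on Day 0 and 36931 on Day 1.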

Second, to systematically investigate how the heterogeneity of cells undergoing senescence unfolds over time, we treated WI-38 fibroblasts with 50 μM ETO and prepared scRNA-seq libraries at 0 (untreated), 1, 2, 4, 7, and 10 days after treatment. Clustering analysis after integrating cells from all time points identified seven clusters with different transcriptomic states that uncovered dynamic changes during senescence initiation and progression (Figure 3A and Supplementary Table 5). 

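The cells were integrated over the 6 days and clustered as in the Methods, with the genes that the paper names for its clusters left out of the clustering genes so that their levels could be compared afterwards. Of the 7 clusters obtained, 6 were matched to those of the paper by the markers it lists. A cluster of 6829 cells, with a median of 44575 UMIs per cell, was matched to cluster 0, and 2 clusters of 5008 and 1525 cells to clusters 6, 1 and 4, which were not told apart. One of 3734 cells was matched to cluster 2, one of 2492 cells to cluster 3 and one of 1969 cells to cluster 5. The cells matched to cluster 3 were shallow, with a median of 6316 UMIs, 0.189 of the median of their own libraries, and 1468 genes. Those matched to cluster 5 had a median of 22787 UMIs and the highest mitochondrial share, with a median of 5.75% against 2.13% in cluster 3. The remaining cluster, of 3358 cells led by HBD, LUM and RARRES2, scored below the limit that was set once the scores had been seen, and was left unmatched. It held 18.1% of the cells on Day 0, 16.8% on Day 1, 11.9% on Day 2, 6.86% on Day 4, 14.1% on Day 7 and 9.40% on Day 10. The automatic threshold of Scrublet marked 3 of the 24915 cells and did not work here either, so that no doublets were removed.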

Estimation of cell progression over time, as measured by RNA velocity [assessed by comparing spliced relative to unspliced versions of the same transcripts (Materials and Methods)], showed day-to-day changes in directionality and dynamics of cell-state trajectories during the 10-day response to ETO (Figure 3B). To gain insight into the transcriptomic changes contributing to the observed transitions, we examined the transcriptomic profiles of each cell cluster and assessed their predicted functions (Figure 3C, 3D and Supplementary Figure 1C and Supplementary Table 6).

**Figure 3:**
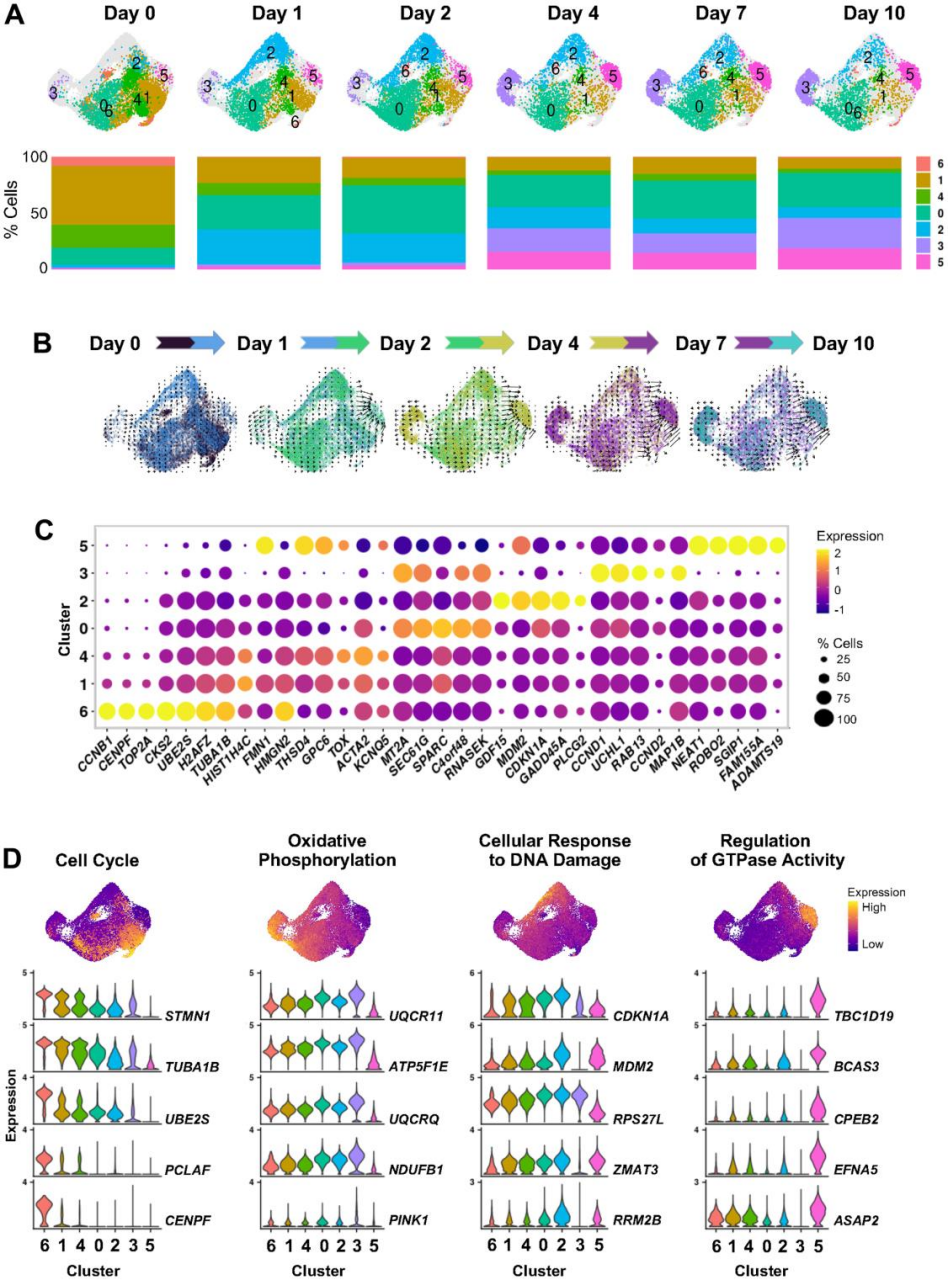
**Cell states evolving over time after ETO-induced senescence.** (**A**) UMAP plots illustrating changes in the distribution of cell clusters identified by scRNA-seq analysis at the indicated time points after beginning treatment with 50 μM ETO added to the culture media (top). Percent composition of cell clusters in each time point during ETO treatment (bottom). (**B**) RNA velocity projected onto the UMAP plot illustrating the direction of transitions among cell clusters. To preserve the temporal variations in trajectories, velocity estimates were calculated in paired contiguous samples. The color dots indicate cells in each pair of time points. Arrow length indicates the estimated rate of transcriptomic changes and arrowhead shows predicted direction of these changes. (**C**) Most highly expressed marker RNAs in each cluster. Dot color represents average RNA expression levels scaled across all clusters and dot size indicates percentage of cells expressing a specific RNA in each cluster. Clusters are ordered by similarity of the transcriptomes of cells in (**A**). (**D**) Select GO terms from Supplementary Figure 1C. Cells are colored by transcriptomic signature scores of indicated GO terms assessed for each cell and presented in UMAP space (top). Violin plots show the expression patterns of top RNAs contributing to scoring across all clusters (bottom).

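Of the 5834 cells retained on Day 0, 3365 were matched to clusters 6, 1 and 4, or 57.7% (95% exact binomial interval 56.4% to 59.0%). On Day 1, 957 of 3977 cells were, or 24.1% (22.7% to 25.4%). The share was then 18.7% (17.6% to 19.8%) on Day 2, 12.7% (11.6% to 13.8%) on Day 4, 15.1% (14.0% to 16.3%) on Day 7 and 10.1% (9.04% to 11.2%) on Day 10. With the methods' variable genes, none held out, the shares were 81.1% on Day 0 and 34.6% on Day 1. Without integration of the days, the share on Day 1 moved furthest, to 0.201%. The shares on Days 2, 4, 7 and 10 then fell as well, to 0.0647%, 0%, 0.0503% and 0.198%.

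**Figure D1:**
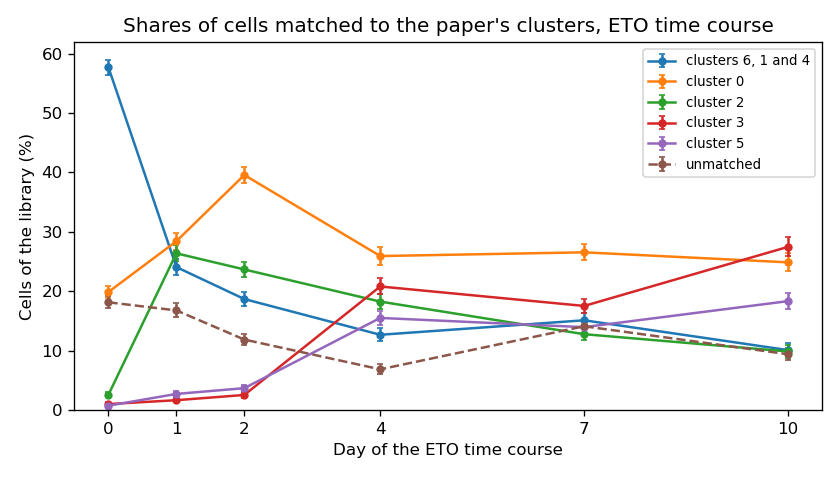
Share of the retained cells of each library (percent, vertical axis) against the day of the ETO time course (horizontal axis), by matched cluster. Points are single libraries and bars are 95% exact binomial intervals. The cells of clusters 6, 1 and 4 fall from 57.7% on Day 0 to 24.1% on Day 1, while cluster 2 rises from 2.57% to 26.4%.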

We observed that cells with transcriptomes of clusters 6, 1, and 4 represented over 80% of the untreated population (Day 0), but dramatically decreased to about 30% cells at Day 1 after ETO treatment, and further decreased during the subsequent days (Figure 3A). The cells in these clusters expressed high levels of transcripts encoding proteins that promote cell proliferation, such as *CCNB1, HMGB1/2, TOP2A*, and *TUBA1B/C* mRNAs (Figure 3C and Supplementary Table 6). 

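For every gene, the level in the cells of a cluster was divided by that in all other cells of the same library, as CPM from summed UMIs with 0.5 CPM added, and the log2 ratios of the 6 libraries were averaged. In clusters 6, 1 and 4, TUBA1B (ENSG00000123416) had a mean log2 ratio of 0.51 (range 0.32 to 0.82) and TUBA1C one of 0.50 (0.32 to 0.83), both higher in 6 of 6 libraries. TOP2A (ENSG00000131747) had 0.66 (-0.09 to 2.27), higher in 4 of 6, and CCNB1 had 0.43 (-0.08 to 1.05), higher in 5 of 6. HMGB1 was higher in 3 of 6 libraries with a mean of 0.07, and HMGB2 in 2 of 6 with a mean of 0.04. Over whole libraries, CCNB1 fell from 177.1 CPM on Day 0 to 5.31 on Day 1, and TOP2A from 214.0 to 3.48.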

The transcriptomic profile of clusters 6, 1, and 4 populations, along with its high representation in the untreated group and subsequent reduction after ETO treatment, support various proliferative states of cells in these clusters that were suppressed after stress. In contrast, cluster 0, encompassing around 15% of total cells at Day 0, grew to ~30% cells at Day 1, and stayed at similar abundance through the rest of the time evaluated, indicating that this population does not change drastically by the ETO treatment. 

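Cells matched to cluster 0 were 1159 on Day 0, a share of 19.9% (18.8% to 20.9%). Their share was 28.4% (27.0% to 29.8%) on Day 1, 39.6% (38.1% to 41.0%) on Day 2, 25.9% (24.5% to 27.4%) on Day 4, 26.5% (25.2% to 27.9%) on Day 7 and 24.9% (23.3% to 26.4%) on Day 10. Day 2 thus lay above the other days by more than the counting error. Leaving out the integration lowered the Day 0 share to 6.58%.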

Interestingly, the RNA velocity analysis showed multidirectional vectors in clusters 6, 1, 4 and 0, indicating that these cells may be ‘hubs’ of different cell fates after ETO treatment (Figure 3B).

This analysis further uncovered that cluster 2 cells, present at only 2% in the Day 0 population, expanded to over 30% of cells by Day 1 after ETO exposure, then gradually decreased for the remainder of the time course to <10% in Day 10 cells. 

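Cluster 2 was matched by 150 cells on Day 0, which were 2.57% (2.18% to 3.01%), and by 1049 cells on Day 1, which were 26.4% (25.0% to 27.8%). On Days 2, 4 and 7 the shares were 23.7% (22.4% to 24.9%), 18.3% (17.0% to 19.6%) and 12.8% (11.7% to 13.8%). On Day 10 there were 299 such cells, or 9.86% (8.82% to 11.0%). The methods' variable genes gave 30.6% on Day 1, and clustering without integration gave 38.2%.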

The brief appearance of the cluster 2 transcriptome at Day 1 after ETO treatment, followed by a time-dependent disappearance of this cluster (Figure 3A), underscored the transient nature of this transcriptome in the cellular response to the initial DNA damage following exposure to ETO. Importantly, cluster 2 cells showed high levels of transcripts encoding proteins that are implicated in p53-mediated stress-response pathway such as *CDKN1A*, *GADD45A*, *GDF15*, and *MDM2* mRNAs (Figure 3C, 3D, and Supplementary Table 6). This initial induction at Day 1 was accompanied by a gradual decrease of the levels of these transcripts at the later time points in the ETO senescence program (Supplementary Figure 2). In addition, GSEA revealed enrichment in cluster 2 of several GO terms associated with the cellular response to DNA damage (Supplementary Figure 1C). 

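The largest of these differences was that of GDF15, which lies on chromosome 19 of GRCh38 from 18374731 to 18389176, with a mean log2 ratio of cluster 2 to all other cells of 2.25 (range 0.10 to 3.05). MDM2 (ENSG00000135679; chromosome 12, 68808177 to 68845544) had a ratio of 1.62 (1.02 to 2.17), and CDKN1A (ENSG00000124762; chromosome 6, 36676460 to 36687337) one of 0.78 (0.43 to 1.12). These 3 genes were higher in cluster 2 in 6 of 6 libraries. GADD45A (ENSG00000116717; chromosome 1, 67685201 to 67688334) had a mean of 0.96 (-0.39 to 1.80) and was higher in 5 of 6.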

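Over all cells of a library, GDF15 rose from 22.6 CPM on Day 0 (95% exact Poisson interval 21.9 to 23.3) to 467.4 CPM on Day 1 (464.0 to 470.8), a log2 ratio of 4.34, and then stood at 264.7, 281.8, 204.3 and 131.5 CPM on Days 2, 4, 7 and 10. MDM2 had 99.7 CPM on Day 0, 529.6 on Day 1, 381.4 on Day 2, 423.2 on Day 4, 320.2 on Day 7 and 244.0 on Day 10. GADD45A had 89.5 CPM on Day 0, was highest on Day 1 with 238.4 and reached 106.3 on Day 10. CDKN1A went from 197.4 CPM on Day 0 to 1535 on Day 1 and 1713 on Day 2, its highest value, and was at 1321, 1024 and 835.7 on Days 4, 7 and 10. On Day 10, all 4 genes were still above Day 0 by more than the counting error, CDKN1A with a log2 ratio of 2.08 and GDF15 with 2.51. TMM normalization of the 6 libraries changed the ratio of CDKN1A to 1.99.

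**Figure D2:**
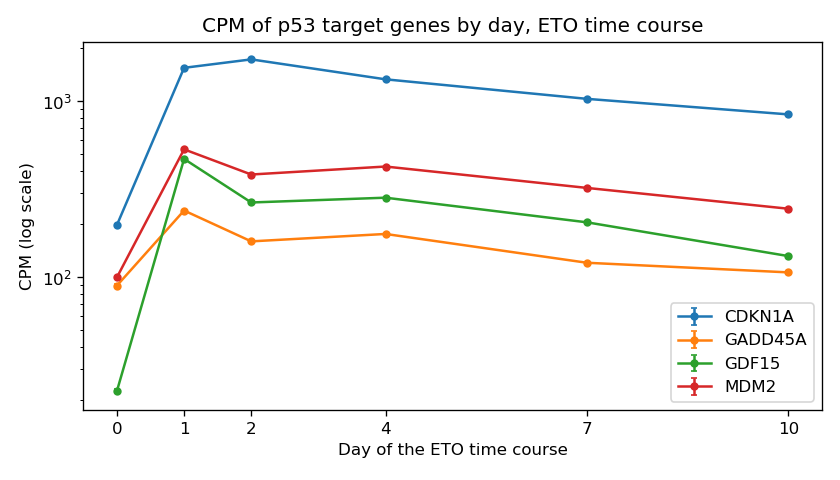
CPM of CDKN1A, GADD45A, GDF15 and MDM2 (vertical axis, log scale) against the day of the ETO time course (horizontal axis). Each point is 1 library, and the 95% Poisson intervals are smaller than the points. GDF15 rises from 22.6 to 467.4 CPM between Days 0 and 1, and every gene is lower on Day 10 than on Day 1.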

In all, our findings indicate that cluster 2 represents a cellular state of early transcriptomic response to DNA damage and support the importance of the p53 pathway at a time of cell fate decisions to undergo senescence.

Finally, clustering uncovered two cell subpopulations that gradually emerged over time, clusters 3 and 5 (Figure 3A, 3B). Each of these clusters represented only 1-3% of Day 0, 1, and 2 populations, then expanded to ~20% (for cluster 3) and 15% (for cluster 5) of the population on Day 4 and beyond. 

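Cells matched to cluster 3 were 59 on Day 0, or 1.01% (0.771% to 1.30%), with 1.66% (1.29% to 2.11%) on Day 1 and 2.55% (2.11% to 3.04%) on Day 2. Their share was 20.8% (19.5% to 22.2%) on Day 4, 17.5% (16.4% to 18.7%) on Day 7 and 27.5% (25.9% to 29.1%) on Day 10, where they numbered 833 of 3033. Cluster 5 had 43 cells on Day 0, or 0.737% (0.534% to 0.992%), then 2.72% (2.23% to 3.27%) and 3.69% (3.16% to 4.27%) on Days 1 and 2. It held 15.5% (14.3% to 16.8%) on Day 4, 14.0% (12.9% to 15.1%) on Day 7 and, with 556 cells, 18.3% (17.0% to 19.8%) on Day 10. With a minimum of 3000 UMIs per cell, the share of cluster 3 on Day 4 was 16.7%.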

The RNA velocity vectors indicated different trajectories, some distinctly towards cluster 3, and a more intense trajectory towards cluster 5, suggesting the existence of divergent cell transitions and cell fate developments towards these two subpopulations. Cluster 3 was enriched in membrane and oxidative phosphorylation GO gene sets and exhibited high expression of *CCND1*, *CCND2*, *UCHL1*, and *CDKN2A* mRNAs, encoding known senescence proteins (Figure 3C, 3D and Supplementary Table 6). On the other hand, cluster 5 showed decreased oxidative phosphorylation and upregulation of GTPase activity GO gene sets. 

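In cells matched to cluster 3, CCND2 (ENSG00000118971) had a mean log2 ratio to all other cells of the same library of 1.44 (range 0.87 to 2.07). The ratio was 1.13 (0.79 to 1.32) for UCHL1 (ENSG00000154277), 1.04 (0.87 to 1.18) for CDKN2A and 0.94 (0.27 to 1.47) for CCND1 (ENSG00000110092; chromosome 11 of GRCh38, 69641156 to 69654474). Genes of oxidative phosphorylation, summed, had a ratio of 0.75 (0.59 to 0.98). All of these were higher in 6 of 6 libraries as shares of UMIs. In UMIs per cell, CDKN2A was lower in cluster 3 than in the other cells in 6 of 6 libraries, with a mean log2 ratio of -1.12, while all genes together had one of -2.17. The nuclear transcripts MALAT1 (ENSG00000251562) and NEAT1 (ENSG00000245532) were low in cluster 3, with CPM ratios of -6.87 and -6.96, and the summed ribosomal protein genes were at 0.78. CDKN1A was lower than in the other cells in 6 of 6 libraries, with a mean of -1.45.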

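The summed genes of oxidative phosphorylation had a mean log2 ratio of -2.89 in cluster 5 (range -3.23 to -2.33) and were lower than in the other cells in 6 of 6 libraries. The genes encoded by mitochondrial DNA went the other way, with a ratio of 1.20 (0.93 to 1.47). Among the genes drawn in Figure 3D, TBC1D19 (ENSG00000109680; chromosome 4 of GRCh38, 26576437 to 26756223) had a ratio of 3.20, EFNA5 (ENSG00000184349) 3.10, CPEB2 (ENSG00000137449) 2.82, BCAS3 (ENSG00000141376) 2.80 and ASAP2 (ENSG00000151693) 2.09, each higher in cluster 5 in 6 of 6 libraries. Across the 13216 genes with a known length, the ratio in cluster 5 rose with gene length (Spearman 0.62), from a median of -1.34 over the shortest 2643 genes to 1.63 over the longest 2644. In cluster 3 it went down with length (Spearman -0.38).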

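In cells matched to cluster 5 of the time course, the lncRNAs NEAT1 (chromosome 11 of GRCh38, 65422774 to 65445540), XIST (ENSG00000229807; chromosome X, 73820649 to 73852723) and MALAT1 had mean log2 ratios to the other cells of 3.10, 2.99 and 2.81. Each was higher in 6 of 6 libraries.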

Interestingly, cluster 5 expressed high levels of many lncRNAs, as it was observed for cluster 6 in the aggregate senescence models (Figure 2E), underscoring the transcriptomic similarity of these two clusters. These findings indicate that cells in clusters 3 and 5 may represent different forms of the senescent phenotype emerging via distinct cell fate programs in response to cellular stress. In summary, the transcriptomic analysis performed for each cluster offered details and validation of the dynamic transitions of transcriptomically distinct cell states during ETO-induced senescence initiation and progression.

### Cell proliferative status influence gene response to ETO treatment and cell fate trajectory

Given that the cell cycle stage may influence the cellular response to stress conditions, we asked if the cell cycle phase of the abundant clusters (6, 1, 4, and 0) at Day 0 (untreated) might inform us about different responses to ETO treatment. To check this possibility, we assigned a cell cycle phase score to individual ETO time course cells by using ‘CellCycleScoring’ function in Seurat. 

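The scoring depends on depth, because a cell with few UMIs has few counts on the genes of each phase. Every cell was therefore thinned to 1000 UMIs before CellCycleScoring, and the scores of the unthinned cells were computed as well. Over all clusters, 78.9% of the thinned cells of Day 0 were assigned to S or G2/M phase, as against 41.0% on Day 1 and 30.0% on Day 10. Without thinning the shares were 72.1%, 6.71% and 7.62%. With thinning to 3000 UMIs, which left out 804 cells, 690 of them in cluster 3, they were 73.4%, 19.4% and 11.0%. The assignment thus depended on the depth, and phases are not read here as cycling in cells that lack transcripts of the cell cycle.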

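Of the thinned cells matched to clusters 6, 1 and 4, 62.2% were assigned to S or G2/M over all days, and 87.5% on Day 0. The unthinned values were 45.3% and 86.7%. The cells of cluster 2 had 44.5% thinned and 13.4% unthinned, those of cluster 3 had 34.8% and 21.8%, and those of cluster 5 had 5.84% and 0.762%. On Day 1, clusters 6, 1 and 4 had 35.4% thinned and 1.36% unthinned, compared with 44.6% and 14.3% in cluster 2, so that their share over all days rests on the cells of Day 0.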

We found that the majority of cells from cluster 6 and many cells from clusters 1 and 4 exhibited high scores for S and G2/M phase (Figure 4A), supporting the proliferative state of these populations which were more abundant on Day 0 but were significantly diminished on Day 1 after ETO treatment; instead, on Day 1, we observed the appearance of cluster 2 transcriptome, with upregulation of DNA damage response (DDR) mRNAs (Figure 3). Cell cycle phase scores further confirmed that cluster 0 cells were growth arrested and only changed slightly with exposure to ETO (Figure 4A). 

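On Day 0, 80.8% of the thinned cells of cluster 0 were assigned to S or G2/M phase, 72.4% without thinning and 73.7% with thinning to 3000 UMIs. On Day 1 the values were 45.3%, 5.04% and 18.0%, and on Day 10 they were 41.8%, 3.71% and 11.8%. Over all days, cluster 0 had 51.4% thinned and 15.1% unthinned. The genes used for scoring were held out of the clustering, which therefore did not use them to separate cycling cells. Thinned shares on Day 0 were 87.5% in clusters 6, 1 and 4, 80.7% in cluster 2 and 76.3% in cluster 3. They were 51.4% in the unmatched cluster and 23.3% in cluster 5. The values thus cannot decide whether the paper's cluster 0 was growth arrested. The paper reads the high scores in most cells of cluster 6 and many of clusters 1 and 4 as in favour of a proliferative state, beside their markers and their loss after ETO, and takes the scores of cluster 0 as a sign of growth arrest. Together with the RNA velocity of Figure 3B, it proposes that the former moved through the DNA damage response of cluster 2 toward cluster 5, and the latter toward cluster 3.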

Remarkably, RNA velocity vectors after ETO exposure (Figure 3B) showed that cluster 0, representing growth-arrested cells, progressed toward cluster 3, while (proliferative) cells in clusters 6, 1, and 4 were directed towards cluster 5. Thus, we postulated that in response to ETO, the proliferating cells of clusters 6, 1 and 4 shifted their gene expression patterns toward formation of the DDR population of cluster 2, and later progressed to cluster 5, adopting a senescence transcriptome. On the other hand, cell cycle-arrested, cluster 0 population perhaps responded to DNA damage only marginally, and further transitioned to adopt the transcriptome of senescent cells in cluster 3.

**Figure 4:**
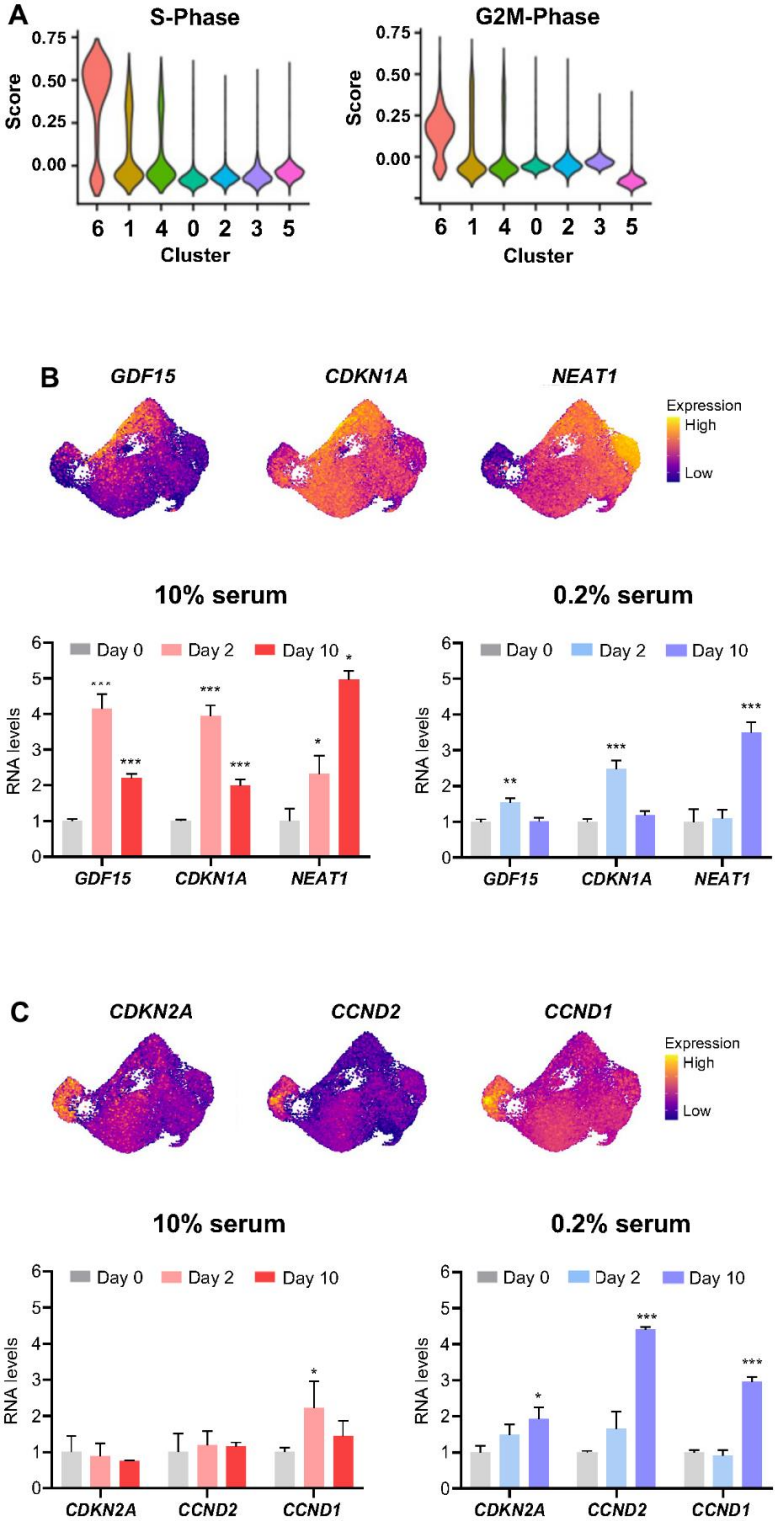
**Influence of cell proliferative status on transcriptomic response to ETO treatment.** (**A**) Cell cycle states of ETO time course cell clusters determined by the ‘CellCycleScoring’ function in Seurat. (**B**, **C**) Relative levels of select RNAs upregulated in cluster 2 (**B**), and cluster 3 (**C**) compared to the rest of the cells (top). The expression levels of RNAs shown (top) after ETO treatment (Day 2, Day 10) in cells cultured in 10% or 0.2% serum media were quantified by RT-qPCR analysis (bottom). Relative RNA levels were normalized to *GAPDH* mRNA levels and compared to untreated cells (Day 0). Significance was assessed by two-tailed unpaired Student’s *t*-test, n = 3, *p < 0.05, **p < 0.01, ***p < 0.001.

To distinguish between these possibilities, we treated populations that were predominantly proliferating (cultured in 10% serum) and predominantly growth-arrested (cultured in 0.2% serum) with 50 μM of ETO; 48 h and 10 days later, we measured the expression levels of selected RNAs by RT-qPCR analysis. We found that proliferating cells (10% serum) exposed to ETO expressed high levels of DDR RNAs (markers of cluster 2), while arrested cells (0.2% serum) showed only slight changes in these RNAs at 48 h after ETO treatment (Figure 4B). Conversely, the senescence markers of cluster 3 were robustly upregulated by day 10 when cells were arrested (0.2% serum) at the time of ETO treatment, but were unchanged if the cells were proliferating at the time of ETO treatment (Figure 4C). Collectively, these results indicate that the proliferation status at the time of senescence-triggering damage affects gene expression patterns and determines subsequent trajectories of cell fate during senescence progression.

### scRNA-seq analysis identified two distinct clusters of senescent cells

Our study revealed the progressive rise of two transcriptomically distinct cell subpopulations (clusters 3 and 5) during ETO-induced senescence (Figure 3A, 3B). To ensure that these cells represented a senescent state, we evaluated the expression levels of genes commonly associated with different hallmarks of cellular senescence [5, 21] (Figure 5A, left heatmap). We confirmed ETO-induced upregulation of *CDKN1A* and *CDKN2A* mRNAs (encoding the growth arrest proteins p21 and p16), *BCL2L2* mRNA (encoding BCL2L2, a protein that promotes cell survival)*, IL6* mRNA (encoding the SASP factor IL6), *PINK1* mRNA (encoding protein PINK1, which promotes mitochondrial homeostasis), *CCND1* mRNA (encoding CCND1/cyclin D1, required for the G1/S transition), *DPP4* mRNA (encoding the protease DPP4), and *PURPL* (a lncRNA that modulates p53 signaling); we also confirmed ETO-induced declines in the levels of *LMNB1* and *LBR* mRNAs, encoding proteins with key functions in chromatin organization near the nuclear envelope [4, 22–24]. Furthermore, we validated changes in the transcriptome previously reported by bulk RNA-seq analysis [25] (Supplementary Figure 3, left heatmap). 

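In the scRNA-seq libraries, CDKN2A was at 42.1 CPM on Day 0 (41.1 to 43.0) and at 93.8 CPM on Day 10 (91.9 to 95.6), a log2 ratio of 1.15, or 1.06 after TMM normalization. BCL2L2 (ENSG00000129473) went from 6.33 to 13.9 CPM (log2 ratio 1.07), IL6 (ENSG00000136244) from 2.33 to 7.62 (1.52), PINK1 (ENSG00000158828) from 26.0 to 49.6 (0.92) and CCND1 from 858.2 to 1439 (0.75). DPP4 (ENSG00000197635) rose from 14.2 to 76.0 CPM (2.38), and PURPL (ENSG00000250337) from 0.871 to 19.5 CPM (3.86). LMNB1 (ENSG00000113368) fell from 57.1 to 0.867 CPM, a log2 ratio of -5.40, and LBR (ENSG00000143815) from 49.0 to 11.7 CPM, a log2 ratio of -2.02. All of these differences between the 2 libraries were larger than the counting error.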

Importantly, we found that cluster 3 and cluster 5 cells were the main drivers of the senescence-related changes in the expression of these RNAs (Figure 5A, right heatmap; Supplementary Figure 3, right heatmap). For instance, the total increase in expression levels of *CDKN2A*, *CCND1*, and *PINK1* mRNAs was mainly the result of their elevation in cluster 3 cells, the increase in levels of *DPP4* mRNA, *IL6* mRNA, and *PURPL* was due to changes in cluster 5, and the pro-survival *BCL2L2* mRNA was elevated in cells of both clusters 3 and 5. 

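On Day 10, BCL2L2 was at 23.4 CPM in the cells of cluster 5 and at 12.2 CPM in all other cells. DPP4 had 152.1 CPM in cluster 5 and 62.6 in the other cells of that day, compared with 34.9 and 14.1 on Day 0. PINK1 had 93.0 CPM in cluster 3 and 47.0 in the others on Day 10, with 32.2 and 26.0 on Day 0. Thus all 3 genes also rose outside the cluster with the higher level.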

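CDKN2A was at 195.9 CPM in cluster 3 on Day 10 and at 87.5 CPM in all other cells, compared with 80.4 and 41.9 CPM on Day 0. CCND1 had 3614 CPM in cluster 3 and 1306 in the others on Day 10, and 1714 and 855.5 on Day 0. The mean log2 ratio of PINK1 in cluster 3 was 0.60 (range 0.30 to 0.98). In cluster 5, DPP4 had a mean log2 ratio of 1.5 (1.27 to 1.74), PURPL of 1.68 (0.53 to 3.00), IL6 of 0.72 (0.51 to 1.12) and BCL2L2 of 0.95 (0.48 to 1.25), each higher in 6 of 6 libraries. PURPL was also higher in cluster 2, where its ratio was 2.16 (1.54 to 2.77). BCL2L2 had a ratio of 0.31 (-0.83 to 0.97) in cluster 3, higher in 5 of 6 libraries, and with a minimum of 3000 UMIs per cell the ratio reversed to -0.065.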

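Clusters of both experiments were compared by the correlation of their mean log2 ratios across 9091 genes that were used for neither clustering and had at least 5 CPM, although genes are not independent replicates. Cluster 3 of the time course had a Pearson r of 0.95 with clusters 2, 4 and 7 of the senescence models, 0.29 with clusters A and F taken together, and -0.78 with cluster 6. Cluster 5 of the time course had an r of 0.98 with cluster 6 of the models and -0.65 with clusters 2, 4 and 7.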

Interestingly, the transcriptome of cluster 3 was similar to those of clusters 2, 4, and 7 from the senescence models dataset, while the transcriptome of cluster 5 was similar to that of cluster 6 from the senescence models dataset (Supplementary Figure 4A, 4B). Taken together, these findings support the existence of transcriptomically distinct populations of senescent cells in WI-38 fibroblast senescence models.

**Figure 5:**
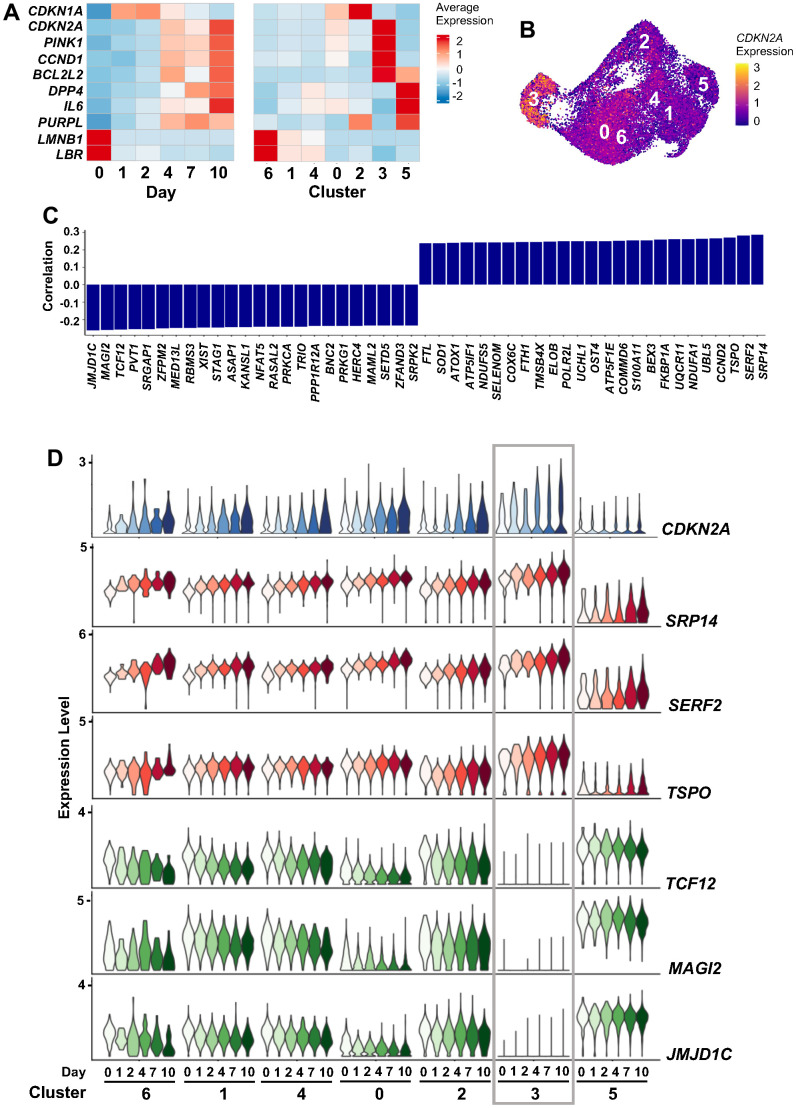
***CDKN2A* mRNA expression during ETO treatment.** (**A**) Heatmaps showing changes in the expression levels of select senescence-associated transcripts across 10 days of ETO exposure (left), and the contribution of each cell cluster to these changes (right). (**B**) Feature plot showing increased *CDKN2A* mRNA expression in cluster 3. (**C**) Top RNAs correlated with *CDKN2A* mRNA expression levels by Pearson correlation coefficient; significance was calculated using paired student’s *t*-test, p < 0.01. (**D**) Expression of *CDKN2A* mRNA and its top three positively and negatively correlating RNAs from (**C**). Changes in RNA levels in each cluster and time point are indicated.

As one of the most referenced markers for senescence, we considered the high expression of *CDKN2A* mRNA in cluster 3 (Figure 5B) important for a deeper understanding of the heterogeneity of senescent cells. 

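On Day 4, cells of cluster 3 had 153.8 CPM of CDKN2A and the other cells 67.7 CPM. Among 1240 genes of like length and expression that were not used for clustering, the ratio of CDKN2A in cluster 3 lay at the 99.8th percentile. The central 95% of the matched genes ranged from -3.25 to 0.56. CDKN2A itself was held out of the clustering because the paper names it for this cluster, so its high place is in part a matter of choice. In cluster 0, CDKN2A had a mean log2 ratio of 0.48 (0.28 to 0.78), also higher in 6 of 6 libraries. The share of cells with a CDKN2A UMI was 59.1% on Day 0 and 67.1% on Day 10, and 4.17% and 9.92% after thinning to 1000 UMIs.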

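Pearson correlations with CDKN2A were computed across the cells of each library and averaged over the 6 libraries. The mean r was 0.231 for UQCR11 (chromosome 19 of GRCh38, 1597169 to 1605473), 0.219 for NDUFS5 (chromosome 1, 39026318 to 39034636), 0.210 for NDUFA1 (chromosome X, 119871832 to 119876662) and 0.200 for COX6C. All 4 were positive in each of the 6 libraries. Across all cells pooled, r was 0.261 for UQCR11, 0.243 for NDUFS5, 0.261 for NDUFA1 and 0.244 for COX6C. After thinning each cell to 1000 UMIs, r fell to 0.0412, 0.0441, 0.0268 and 0.0422 in the same order.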

Analysis of the correlation of *CDKN2A* mRNA levels with the levels of other genes across all cells revealed positive correlation with multiple mRNAs encoding oxidative phosphorylation-related proteins (e.g., *NDUFA1*, *UQCR11*, *COX6C*, and *NDUFS5* mRNAs) (Figure 5C). 

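SRP14 (ENSG00000140319; chromosome 15 of GRCh38, 40035690 to 40039181) rose from 789.8 CPM on Day 0 to 1530 on Day 10, SERF2 (ENSG00000140264) from 1478 to 3682 and TSPO (ENSG00000100300) from 450.7 to 551.5. TCF12 (ENSG00000140262; chromosome 15, 56918623 to 57299281) went from 326.1 to 157.3 CPM, MAGI2 (ENSG00000187391) from 749.9 to 606.8 and JMJD1C (ENSG00000171988) from 255.4 to 180.2. The mean r with CDKN2A within libraries was 0.259 for SRP14, 0.262 for SERF2 and 0.262 for TSPO, and -0.211 for TCF12, -0.230 for MAGI2 and -0.228 for JMJD1C. Thinned to 1000 UMIs, the values were 0.0692, 0.0741, 0.0539, -0.0359, -0.0731 and -0.0379 in the same order.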

We also found time-dependent changes in *CDKN2A* mRNA and other transcripts that increased (*SRP14*, *SERF2*, and *TSPO* mRNAs) or decreased (*TCF12*, *MAG12*, and *JMJD1C* mRNAs) over time, reflecting a dynamic continuum of changes following ETO exposure (Figure 5D). 

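Cells matched to cluster 0 shared with those of cluster 3 a higher level of summed oxidative phosphorylation genes than other cells, with a mean log2 ratio of 0.56 (range 0.36 to 0.81) in cluster 0, higher in 6 of 6 libraries. CDKN1A differed between them, being higher in cluster 0 in 5 of 6 libraries with a mean of 0.25. Across the genes used for neither clustering, cluster 0 had an r of 0.61 with clusters 2, 4 and 7 of the senescence models and of 0.67 with clusters A and F taken together.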

The high similarity in gene expression patterns between clusters 3 and 0 recapitulates the similar transcriptomes of these two clusters seen earlier (Figure 3C, 3D), further solidifying the possibility of transitions between cells in clusters 0 and 3. However, the predominant accumulation of cells with high *CDKN2A* mRNA expression in cluster 3, accompanied by specific transcriptomic trajectories culminating in cluster 3 cells revealed by RNA velocity estimation (Figure 3B), suggests that this is a distinct subpopulation.

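In cells of cluster 5, CDKN2A was at 29.3 CPM on Day 0, 21.4 on Day 1, 22.5 on Day 2, 22.4 on Day 4, 24.1 on Day 7 and 25.3 on Day 10. Its mean log2 ratio to the other cells was -1.35 (range -2.04 to -0.52), and it was lower in 6 of 6 libraries.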

Cluster 5, contrary to cluster 3, showed low and unaltered levels of *CDKN2A* mRNA and *CDKN2A*-correlated genes over time after ETO exposure (Figure 5D). Instead, an interesting feature of the transcriptome in cluster 5 became apparent by analyzing RNA velocity, which distinguished pre-mature (unspliced) from mature (spliced) RNAs. Calculation of the splice ratio for each cell (Materials and Methods) showed increased unspliced RNAs in cluster 5 cells when compared to the rest of the cells (Figure 6A and Supplementary Figures 5A, 6A). It is noteworthy that, similarly to cluster 5, cluster 6 in the combined analysis of senescence models (Figure 2) also exhibited increased unspliced RNA levels (Supplementary Figures 5B, 6B, 6C), confirming the reproducibility of this feature through different approaches. To search for factors that could influence decreased RNA splicing in cluster 5 cells, we performed GSEA of the “REACTOME_MRNA_SPLICING”, a set of genes encoding proteins that regulate RNA splicing. The discovery of a negative enrichment score of this gene set in cluster 5 cells suggested that these cells expressed reduced levels of splicing factors compared to all other clusters (Figure 6B). 

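The 98 genes of the splicing factor list that were measured had a median log2 ratio of -1.76 in cluster 5, averaged over the 6 libraries, with a range over libraries of -1.94 to -1.56. Of 10000 random lists of the same size and mean expression, none had a median as low. This is expected in part, because Supplementary Table 7 lists splicing factors that differed in cluster 5 in the same cells. As longer genes had higher ratios in this cluster, the list was also compared with random lists matched on expression and gene length. Among these it lay at the 16.86th percentile, with a random median of -1.62. In a set of 90 splicing factors taken by their symbols, whether listed or not, 65 were lower in cluster 5, with a median of -0.76 (range over libraries -1.37 to -0.55). The 46 of them outside Supplementary Table 7 had a median of -0.10 (range over libraries -0.62 to 0.09), with 26 lower and 20 higher.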

As shown in Figure 6C, while most of these mRNAs encoding RNA splicing proteins were widely expressed across manifold clusters, they were strongly downregulated in cluster 5 (Supplementary Table 7), perhaps affecting the RNA processing events specifically in this cluster. 

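Of the 98 genes, 75 were lower in cluster 5 than in the other cells. Scaling the clusters by TMM in place of total UMIs lowered the median to -2.55, and pooling the cells of all libraries gave -1.82.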

Interestingly, many lncRNAs appeared as top markers distinguishing cluster 5 from other clusters (Figure 3C and Supplementary Table 6). 

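Over the lncRNAs of Supplementary Table 8, the median log2 ratio in cluster 5 was 2.17 (range over libraries 1.82 to 2.53), above all 10000 random lists matched on expression. The table lists lncRNAs that differed in cluster 5 in the same cells, so that a difference from random lists is part of their choice.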

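Of the lncRNAs in Supplementary Table 8, 167 (88.8%) were higher in cluster 5 than in the other cells of the same library. Random lists matched on gene length as well had a median of 1.38 (95% limits 1.16 to 1.55) and all lay below the lncRNAs. For 1675 other lncRNAs, in neither that table nor the clustering genes, the median was 0.95 (range over libraries 0.67 to 1.33), against 0.16 (95% limits 0.05 to 0.25) in random lists of other genes matched on expression and length. With TMM scaling of the clusters, which moves every gene of a cluster alike, the median of the listed lncRNAs was 1.38 and that of their matched lists moved with it.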

Given the emerging role of lncRNAs as important modulators of gene expression in multiple cellular processes, including senescence, we evaluated changes in expression of lncRNAs across all clusters, finding again that most of them were selectively elevated in cluster 5 (Figure 6D and Supplementary Table 8). In sum, we found two distinct subpopulations of senescent cells (Supplementary Figure 7): cluster 3 cells express high levels of the traditional senescence marker *CDKN2A* and cluster 5 cells show dysregulated RNA splicing and high expression of multiple lncRNAs.

**Figure 6:**
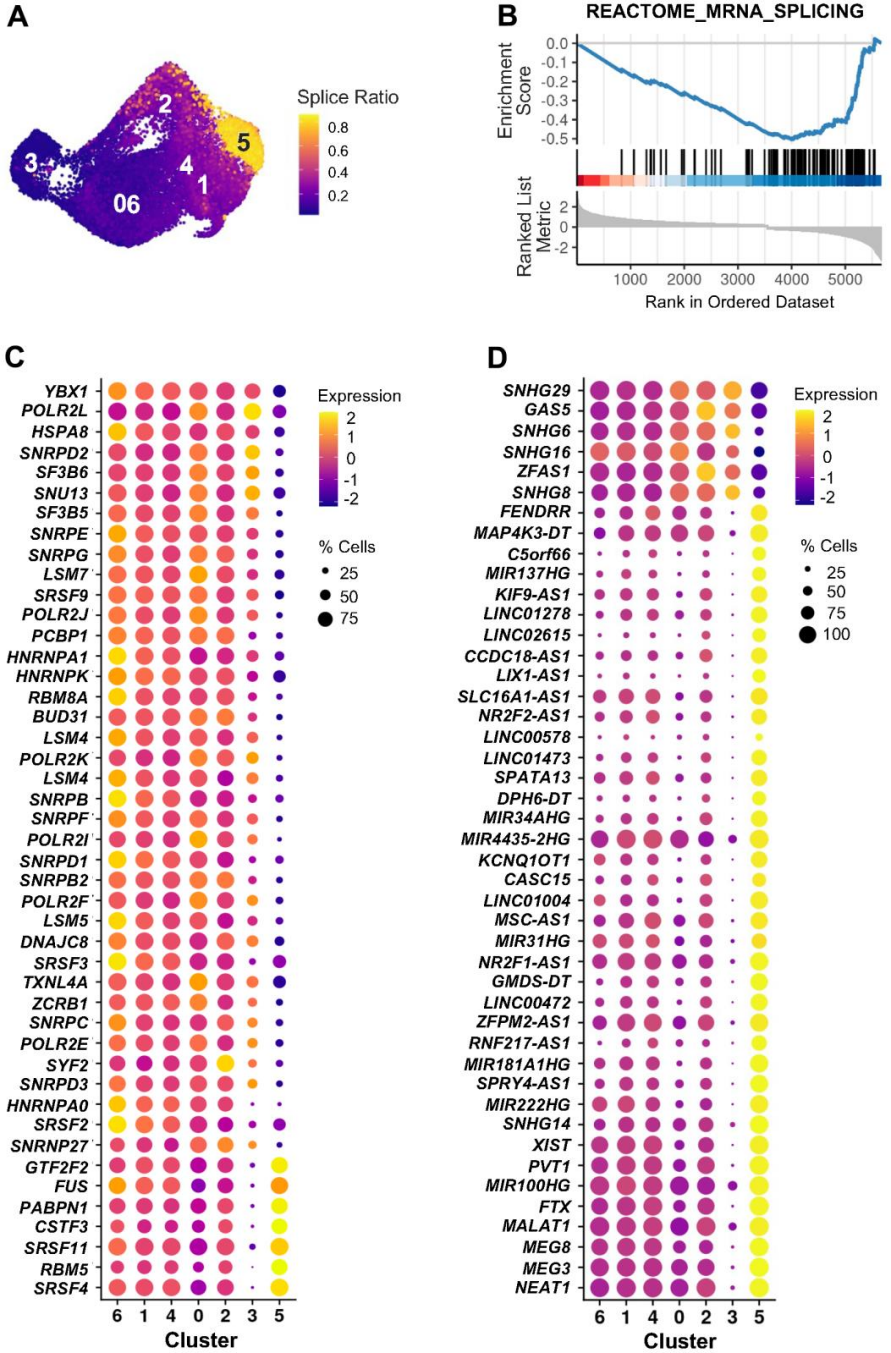
**RNA splicing and lncRNAs in cluster 5 of ETO time course.** (**A**) Splice ratio illustrating increased unspliced RNAs in cluster 5. Splice ratio for individual cells was calculated as the number of unspliced transcripts relative to total RNA content. (**B**) GSEA enrichment plot of “REACTOME_MRNA_SPLICING” gene set in cluster 5 in comparison to all other cells. Normalized enrichment score NES = -2.42, adjusted p-value < 0.001. (**C**) Top 45 mRNAs encoding splicing-associated proteins identified by GSEA in (**B**) that showed greatest difference in expression between cluster 5 and all other cells. (**D**) Top 45 lncRNAs showing greatest changes of expression in cluster 5 compared to the rest of cells. In (**C**, **D**) dot color represents average RNA levels scaled across all clusters and dot size indicates percentage of cells expressing the specific RNAs in each cluster.

## DISCUSSION

The process of senescence involves diverse cell states that evolve dynamically in response to sublethal damage and enable highly diverse transcriptomic and phenotypic responses [26]. The existence of a ‘division of labor’ within a senescent population was hypothesized, whereby different senescence traits were elicited by subsets of senescent cells. To increase our understanding of the cell populations carrying out this heterogeneous this response, we performed scRNA-seq analysis of WI-38 human diploid fibroblasts on two levels: first, we studied side-by-side the senescent phenotype achieved following exposure to different triggers (RS, ETO, IR) and, second, we analyzed the progression of the senescent phenotype over time in the ETO model.

In the first analysis, we found that senescent cells following RS displayed wide heterogeneity, while cells rendered senescent by IR or ETO showed gene expression patterns comparable to one another (Figures 1B, 2B). Unsupervised clustering analysis of integrated data distinguished four main functionally different groups of cells with altered representation in each senescent model. Proliferating cells (clusters 5 and 0) mostly (80%) comprised CTRL cells, but also comprised 30% of RS cells, and were negligible in IR and ETO cells. Growth-arrested cells without overt senescence features (clusters 1 and 3) comprised 20% of CTRL cells, almost 50% of RS cells, and 40% of IR or ETO cells. Cells displaying classical senescence markers (clusters 2, 4, and 7), expressing increased levels of mRNAs encoding p21, oxidative phosphorylation proteins, SASP factors, ECM proteases, and proteins that inhibit apoptosis, were absent from CTRL cells, contained 20% of RS cells, and represented more >50% of IR and ETO cells. Finally, a distinct senescent population (cluster 6) was identified with different features of cell senescence, such as increased levels of mRNAs encoding ECM organization proteins and antiapoptotic proteins, low levels of mRNAs encoding oxidative phosphorylation proteins, and high levels of lncRNAs; these cells were found in all senescence models but not in the CTRL population. The above results reveal a broad transcriptomic diversity from different senescent paradigms, with the unexpected discovery that many populations have cell states represented in clusters 2, 4, and 7. These findings agree with a growing number of studies recognizing the highly diversified nature and gene expression signatures of senescent cells [2, 5, 23, 27].

In the second analysis, we systematically investigated the changes in cell transcriptomes after senescence initiation and progression by performing kinetic scRNA-seq analysis of ETO-induced senescence. This approach led us to characterize the evolution of different cell states over time as cells acquired a senescent phenotype (Figure 3). The various proliferative states of cells observed in clusters 6 (highly proliferating), 1, and 4 (slower proliferating) represented 80% of Day 0 (untreated) cells, then rapidly diminished in 24 h (Day 1) after ETO treatment. Instead, on Day 1, we observed the appearance of cluster 2 cells which gradually declined after Day 2. Cells of cluster 2 expressed high levels of DDR genes, indicating that DNA damage induced transcriptomic changes in this cell cluster in response to ETO treatment. In contrast, the growth-arrested cells of cluster 0 only slightly increased in number by Day 1 and remained unchanged for the remainder of the time studied. Finally, on Day 4, we found a robust increase in two transcriptomically distinct cell populations (clusters 3 and 5; Figure 3A, 3B), suggesting that they follow different functional paths in the senescence program. The progressive emergence of cells in these clusters, RNA velocity, and transcriptomic profiles indicate that specific cells are recruited to each of these senescent clusters. RNA velocity analysis indicated that the senescent cells of cluster 3 likely originate from the non-proliferative cell cluster 0. Notably, cluster 3 cells exhibited high levels of the canonical senescence marker *CDKN2A* mRNA (Figure 5B); the encoded protein, p16 increases in the vast majority of senescent cells and is considered to be essential for maintenance of a senescent state [28]. However, not all senescent cells express high levels of p16, and conversely, p16 can be upregulated also in arrested non-senescent cells [2, 29]; therefore, increased p16 expression may be a helpful marker of senescence but on its own it is not sufficient to identify a senescent cell [30, 31].

The time course analysis further revealed that cluster 5 senescent cells exhibited an accumulation of unspliced transcripts along with dysregulated expression of genes encoding proteins implicated in RNA splicing (Figure 6), highlighting an impairment in RNA splicing events in this population. High amounts of unspliced RNAs and increased RNA dynamics were previously reported in aged mouse cardiac fibroblasts [32], and disrupted balance of RNA splicing and changes in expression of regulatory splicing factors are considered to be major contributors to cell senescence and aging [33–36]. The direction of changes in RNA velocity (Figure 3B) led us to propose that after ETO treatment, proliferative cells acquired a transient DDR state (cluster 2) and then transitioned to cluster 5. Therefore, we hypothesized that aberrant splicing could be part of the response to ETO-induced DNA damage. This possibility is supported by studies showing the impact of DNA damage on pathways that control splicing in p53-mediated cellular senescence [15, 37, 38]; however, the mechanisms whereby DNA damage regulates splicing in senescence await more study. Remarkably, cluster 5 cells also expressed high levels of many lncRNAs (Figure 6D), a class of noncoding RNAs that play regulatory roles at multiple gene expression levels, including chromatin remodeling, transcription, mRNA splicing, translation, and post-translational modifications [39]. Although some lncRNAs have been shown to participate in the regulation of alternative splicing (e.g., *NEAT1*, *MALAT1*), cell cycle (*MALAT1*), and senescence (*PURPL*, *MIR31HG*, and *LncRNA-OIS1*) [25, 40–44], the functions of most lncRNAs remain unknown. On the other hand, a growing number of studies indicates that one of the principal mechanisms by which lncRNAs regulate splicing is by interacting with splicing factors to repress or enhance their expression and function [45]. A deeper understanding of a role of lncRNAs in controlling splicing factor function awaits further investigation.

Interestingly, as senescence advanced, we observed increased levels of mRNAs encoding oxidative phosphorylation proteins in cluster 3 cells and reduced in cluster 5 cells (Figure 3D and Supplementary Figure 1C). This result agrees with evidence that senescent cells display increased oxidative phosphorylation while at the same time, they are characterized by mitochondrial dysfunction [46–50]. Although the metabolic changes experienced by senescent cells are poorly understood, the upregulation of oxidative phosphorylation in cluster 3 may point to senescent cells striving to maintain energy production by mitochondria. We also found that the genes involved in regulation of GTPase activity were reduced in cluster 3 and increased in cluster 5; these genes are implicated in membrane trafficking, intracellular vesicle transport, autophagy, and secretory pathways [51]. In all, cluster 3 senescent cells demonstrate a transcriptome consistent with growth arrest (elevated *CDKN2A* mRNA, leading to increased p16/pRB activity), while cluster 5 cells show features of DNA damage-induced p53/p21-mediated cellular senescence (developed through cluster 2, which displays high levels of *CDKN1A* mRNA). The contribution of these two senescence programs was confirmed by analyzing subsets of senescence-related transcripts identified previously via bulk RNA-seq analysis [25]. In addition, we found that the cell cycle status at the time of senescence initiation influenced the transcriptomes of senescent cells (Figure 4). Both p16/pRB and p53/p21 are broadly recognized as central pathways involved in regulating cell cycle arrest and senescence, although the full regulatory networks are complex and not fully understood [52–55]. A limitation of this study is that all analyses were performed in one cell line, human WI-38 fibroblasts. Given that senescence programs can differ depending on cell type, proliferation state, or type of damage, future research in other cell types and in response to other stimuli is warranted.

In summary, single-cell transcriptomic analysis has allowed us to identify the specific populations and the dynamic transition states during senescence initiation and progression. Our data revealed divergent cell state trajectories that resulted in the formation of two distinct forms of senescent cells: cluster 3 cells, which emerged from growth-arrested cells, were characterized by high expression of *CDKN2A* mRNA and mRNAs encoding oxidative phosphorylation proteins, and decreased GTPase activity; and cluster 5 cells, which evolved from proliferative cells that underwent strong ETO-induced DDR, and progressed into cells with reduced oxidative phosphorylation, increased GTPase activity, aberrant RNA splicing, and increased expression of lncRNAs. The transcriptomic details of these two traits may guide future efforts to track senescence markers and inform on cell state transitions during the implementation of senescence. We propose that this study complements ongoing work of senescence in organs *in vivo* and can help design increasingly precise therapeutic interventions aimed at select senescent cell populations.

## Supplementary Material

Supplementary Figures

Supplementary Table 1

Supplementary Tables 2 and 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

Supplementary Table 8

# Supplementary material for: Single-cell transcriptomic analysis uncovers diverse and dynamic senescent cell populations
**Source:** Aging (Albany NY). 2023 Apr 19;15(8):2824–51. doi: 10.18632/aging.204666
**Supplement:** Supplementary Table 5

**Supplementary Table 5. Percent composition of cells from each cluster calculated in each time-point of ETO time-course illustrated in Figure 3A.**

| <b>Cluster</b> | <b>Day 0</b> | <b>Day 1</b> | <b>Day 2</b> | <b>Day 4</b> | <b>Day 7</b> | <b>Day 10</b> |
|----------------|--------------|--------------|--------------|--------------|--------------|---------------|
| <b>6</b>       | 7.99         | 0.45         | 1.19         | 0.61         | 0.48         | 0.89          |
| <b>1</b>       | 52.40        | 22.93        | 17.62        | 11.51        | 14.73        | 10.06         |
| <b>4</b>       | 20.33        | 10.71        | 6.77         | 3.96         | 6.16         | 3.36          |
| <b>0</b>       | 15.24        | 30.58        | 42.36        | 28.52        | 33.56        | 30.40         |
| <b>2</b>       | 2.21         | 30.85        | 25.88        | 18.89        | 13.02        | 9.53          |
| <b>3</b>       | 0.96         | 1.61         | 2.31         | 20.91        | 17.47        | 26.84         |
| <b>5</b>       | 0.87         | 2.87         | 3.86         | 15.59        | 14.58        | 18.93         |

How the deposited data were processed for this re-analysis (not part of the article)

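Droplet-based 3′ scRNA-seq counts of WI-38 fibroblasts were analysed from 2 experiments. The senescence models comprised 7 libraries, with 1 of CTRL cells at population doubling level (PDL) 24, 2 of RS cells at PDL 57, 2 of IR cells at 10 days after 10 Gy, and 2 of ETO cells. The ETO time course comprised 6 libraries, 1 for each day. Each library was assigned to its group from the paper and the sample labels together, and where they differed in how long cells were kept in ETO, or in the treatment of the Day 0 cells, the paper's description was used. The CTRL library is replicate 2 of the controls, since the authors left out the other control library for poor quality.

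According to the Methods and the deposited files, the authors made the values with Cell Ranger, aligning the reads to GRCh38 with reads on introns included and counting UMIs per gene and barcode. The deposited values are whole-number counts of UMIs for 36601 features, limited to barcodes that Cell Ranger called cells and not normalized. Reads were not used here. A UMI counts a captured molecule and not a PCR copy, but counting on introns favours long genes and nuclear RNA, which matters where cells differ in their share of nuclear RNA.

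The filter of the Methods was applied to every barcode, with less than 12% mitochondrial UMIs, at most 120000 UMIs, at least 300 genes, and at least 1000 UMIs in the models or 1200 in the time course. The depth of the retained cells ranged from 46571411 UMIs in ETO replicate 2 to 179090099 UMIs on Day 0. Genes at 50 CPM or more thus have a small counting error in every library, while genes near 1 CPM rest on few UMIs. Shares of cells and levels of single libraries are given with exact binomial and exact Poisson 95% intervals, which cover counting error only. Scrublet, run through scanpy 1.11.5, marked so few cells at its automatic threshold that it was taken not to have worked. As an alternative chosen after that was seen, the 929 and 1170 cells with the highest scores were left out, at 0.8% per 1000 barcodes.

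For the senescence models, the counts of the retained cells were summed per library, genes with low counts were removed with filterByExpr, which left 21807 genes, and groups were compared with edgeR 4.0.16 (TMM normalization, glmQLFit and glmQLFTest) in 1 fit to all 7 libraries. P-values were adjusted by the method of Benjamini and Hochberg, and genes with an adjusted p under 0.05 were called. Gene sets were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, with fry beside it. The cell cycle set was the 97 genes supplied with Seurat, and the sets for oxidative phosphorylation and extracellular matrix were assembled by gene symbol, with 85 and 125 genes tested. Comparisons with CTRL share that library, so no overlap or correlation between them was computed. The test was tried on simulated counts drawn from the means and library sizes of these libraries. With 200 genes changed 2-fold, 188 of them tested for RS against CTRL, 71.8% were called, and 7 of the unchanged genes were called as well.

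Cells were clustered in each experiment with Seurat 5.3.0 after integration of the libraries, following the Methods, and the paper's version of Seurat was an earlier one. The 462 genes whose levels by cluster are the subject of the paper (those of Supplementary Tables 7 and 8, those named for clusters in its text, those of Figures 2F, 3D, 4 and 5 that are not markers, and the cell cycle genes) were held out of the genes used for clustering. Clusters were then matched to those of the paper by 69 marker genes from its figures. For each cluster, the log2 ratio of every marker was scaled over the clusters, and a cluster took the name with the highest mean if that mean was at least 0.5, at least 3 markers were detected, and its depth and leading genes did not speak against the name. Scaling per gene and the limit of 0.5 were chosen after unscaled scores had been seen, and both are varied among the alternatives. Clusters 2, 4 and 7 of the models, and clusters 6, 1 and 4 of the time course, were taken together. In the models, a cluster matched to clusters 1 and 3 had more markers of other names among its 10 leading genes, so clusters A and F are reported by their letters.

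Levels by cluster are CPM of the UMIs summed over the cells of a cluster within a library, where it had at least 20 cells, and were compared with all other cells of that library as log2 ratios with 0.5 CPM added. These ratios were averaged over libraries with equal weight, and no test was made across cells. Ratios between clusters A to F of the models within each library were added after the data had been seen. Random lists of genes and the trend with gene length used genes with a mean of at least 1 CPM, and the comparison of clusters between the experiments used genes with at least 5 CPM in both that were not used for clustering. The lists of 98 splicing factors and 188 lncRNAs were set against 10000 random lists, in a procedure that gave percentiles of 0 and 100 for simulated lists shifted by -1 and 1 and percentiles between 1.69 and 99.14 for lists left unchanged. Both lists hold genes that the paper found to differ in cluster 5, so splicing factors taken by symbol and the lncRNAs outside the list were added after the data had been seen. The span of each gene was taken from the gene annotation of GRCh38, and 36366 of the 36601 features had one. Cell cycle phases were assigned with CellCycleScoring to cells thinned to 1000 UMIs, over genes found in at least 3 cells. Correlations with CDKN2A were computed across cells within each library on log-normalized values and have no p-value, because cells are not replicates.

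The genes named in the text are those that the paper names in its Results or draws in its figures for the comparison in question. In addition, for each senescence model the 3 genes with the largest increase and the 3 with the largest decrease relative to CTRL were taken, among called genes with a mean log2 CPM of at least 5. For Day 10 against Day 0 they were the 3 largest increases and decreases among genes with at least 50 CPM on 1 of the days. This rule, the tests, the groups of cells and most alternatives were fixed before the data were examined.

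The alternatives for the tests of the models were DESeq2 1.42.0, no filter on low counts, all deposited barcodes, the replicate number as a block, each library left out in turn, Day 0 and Day 10 of the time course added with the experiment as a block, a minimum log2 fold change of 0.25, and cells with high doublet scores left out. For the clusters they were the methods' variable genes with none held out, no integration, a doubled resolution, at least 3000 UMIs per cell, and the other ways of matching. TMM scaling, all barcodes, other depths of thinning, pooled cells and matching on gene length were tried for the remaining results. A list median was taken as unmoved within its range over the 6 libraries, and a percentile within the limits of 2.5 and 97.5. RNA velocity, splicing ratios, RT-qPCR, staining and BrdU incorporation were not analysed here. No test was made on the paper's marker tables, of which only a part was used here. Computations ran in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) and R 4.3.3.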

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

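The comparisons of the models with each other were planned, whereas all tests within clusters were chosen after the differences had been seen. Groups of 2 libraries and single libraries per day are too small to test a library for lying apart from its group. The values below come from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, on TMM-normalized counts of all retained cells.

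Several genes moved in opposite directions in 2 senescence models. MMP1 had a log2 fold change relative to CTRL of 1.20 in RS and -1.55 in ETO, a difference of 2.75 (adjusted p = 6.73e-07), and of -1.78 in IR, a difference between RS and IR of 2.98 (adjusted p = 5.35e-07). STC1 had 1.81 in RS, -0.58 in ETO and -0.71 in IR, differing by 2.38 between RS and ETO (adjusted p = 2.37e-07) and by 2.51 between RS and IR (adjusted p = 2.15e-07). ACTA2 had 1.26 in RS and -1.06 in ETO, a difference of 2.32 (adjusted p = 2.80e-07). CALD1 had 1.11 and -0.71, a difference of 1.82 (adjusted p = 1.79e-06). SFRP1 went the other way, with -0.50 in RS and 0.62 in IR, a difference of -1.12 (adjusted p = 9.28e-05). The fall of SFRP1 in RS against CTRL passed the threshold only narrowly (adjusted p = 0.0432), and in 5 of 13 ways of processing, so that its direction in RS is uncertain, while its difference between RS and IR was called in all of them. MMP1, STC1, ACTA2 and CALD1 are among the genes that the paper chose for Figure 1C because they were high in RS, so that a difference in their favour is part of their choice.

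A technical account of these differences is that the libraries held different shares of the groups of cells, each with its own level. The models were therefore compared within clusters. Within cluster A, the log2 ratio of RS to ETO was 2.53 for MMP1, 2.17 for STC1, 2.23 for ACTA2 and 1.96 for CALD1. For all 4 genes, every RS library was above every ETO library within each of the 6 clusters with enough cells of both models, with a smallest ratio of 1.96, 1.35, 1.55 and 0.90 in the same order. For MMP1, ACTA2 and CALD1, the RS libraries also lay above and the ETO libraries below CTRL in 3 of 3 clusters with enough CTRL cells. This argues against different shares of these clusters as the whole cause. STC1, ACTA2 and CALD1 were used for clustering, but on values integrated over the libraries, which need not make their counts within a cluster alike between models. The lower level of STC1 in ETO than in CTRL, in contrast, was not seen within cluster A, where both ETO libraries were above CTRL with a log2 ratio of 0.29, in line with different shares. In IR, STC1 was below CTRL in both libraries within clusters A (-0.17) and B (-0.56). Its mean was also below CTRL within cluster D (-0.28) but above it within cluster F (0.44). The opposite directions of STC1 in RS and IR were thus seen in 2 of 4 clusters. MMP1 in IR was below CTRL in both libraries within cluster A (-2.09) and in 4 of 4 clusters. SFRP1 had a log2 ratio of RS to IR of -1.28 within cluster A and was lower in RS in 7 of 7 clusters, but in cluster F the IR libraries were not above CTRL. Different shares of finer groups within a cluster were not tested. Without integration, a cluster led by MMP1 and ACTA2 held 39.8% and 42.0% of the cells of RS replicates 1 and 2. It held 17.9% of CTRL cells and at most 0.302% of those of any IR or ETO library. The argument against different shares thus holds for the integrated clusters only. RS cells were also at a higher PDL than the cells of the other models, so that age in culture stays open as a biological explanation and was not tested.

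Of the genes with the largest increases in the models, CCND2 is named by the paper and ADAMTS19 is drawn in its figures, while ARRDC4, RARRES2 and IGFBP2 are not named. ARRDC4 had a log2 fold change of 3.81 in RS (adjusted p = 1.44e-06), with 2.17 CPM in the CTRL library and 31.5 and 29.4 CPM in the RS libraries. RARRES2 had 5.19 in IR (adjusted p = 1.96e-08), with 1.26 CPM in CTRL and 39.4 and 52.9 CPM in IR. IGFBP2 had 6.55 in ETO (adjusted p = 1.72e-09), with 1.02 CPM in CTRL and 93.6 and 97.7 CPM in ETO. Each rests on a single CTRL library with a low level. With Day 0 of the time course added as a further control and Day 10 as a further ETO library, the changes were smaller, at 2.81, 3.58 and 5.19, and remained past the threshold. Among 13 of the largest increases and decreases against CTRL, of genes that the text of the paper does not name, 13 kept their direction in every library within cluster A, which argues against different shares of the clusters as the whole cause. For 11 of them, the gene was used for clustering, and this argument too holds for the integrated clusters only.

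In the time course, IGFBP2 and AC100849.1 had among the largest increases on Day 10 relative to Day 0 and are not discussed in the text either. IGFBP2 rose from 10.1 CPM (95% exact Poisson interval 9.60 to 10.5) on Day 0 to 153.3 CPM (150.9 to 155.7) on Day 10, a log2 ratio of 3.86, with its highest level on Day 7. AC100849.1 (ENSG00000253557), a lncRNA, rose on every day from 3.21 CPM on Day 0 to 50.4 CPM on Day 10, a log2 ratio of 3.78. TMM normalization changed these ratios to 3.78 and 3.70. With 1 library per day, no test between days was made. In the ETO libraries of the senescence models, both genes were also higher than in CTRL, IGFBP2 by 6.55 and AC100849.1 by 3.90 (adjusted p = 3.21e-06).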

How the results depend on the processing

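The alternatives that left out the cells with the highest doublet scores, used unscaled marker scores or no minimum for the score, pooled the days for the gene lists, or drew random genes outside the clustering genes were chosen after seeing the data, and all others were planned. Unless a sentence says otherwise, the cause of a moved value was not tested.

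The counts of differentially expressed genes were within 1.5 times the reported count in 77 of 87 cases. Leaving out each library in turn gave 3875 to 8708 genes for RS against CTRL (7643 with all libraries), with the lowest count without RS replicate 1 and 4978 without RS replicate 2. For IR against ETO the range was 848 to 3092 (1902 with all libraries), with 848 without IR replicate 2, 929 and 939 without RS replicates 1 and 2, 1145 without ETO replicate 2 and 3092 without ETO replicate 1. Such fits leave a group with a single library, which is then assumed to vary like the other groups. With Day 0 and Day 10 of the time course added and the experiment as a block, 5080 genes were called for RS against CTRL and 505 for IR against ETO. Without the filter on low counts, 3839 were called for IR against ETO. DESeq2 called 2002 genes for IR against ETO, of which 1244 were higher and 758 lower in IR, compared with 958 and 944 by edgeR. A minimum log2 fold change of 0.25 changed only the count for RS against ETO, from 12756 to 12755, so that this setting says little about stability.

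Of the log2 fold changes of the genes named here for the senescence models and of those with the largest changes, 1435 of 1455 kept their side of the threshold, and no called change reversed. With Day 0 and Day 10 added, RAB13 in IR (0.86), QSOX1 in RS (0.87), CCND2 in RS (2.76), STC1 in IR (-0.47) and ETO (-0.24), WFDC1 in ETO (0.50) and CYBA in RS (0.94) no longer passed, and under DESeq2 RAB13 in RS did. The fall of SFRP1 in RS was lost in 8 alternatives, among them each RS library left out, and its difference between RS and ETO in 4. The gene set tests kept theirs in 78 of 81 cases. For oxidative phosphorylation, fry gave an adjusted p of 0.297 in RS and 0.123 in IR, where camera had called the set higher, and over all alternatives the adjusted p ranged from 1.63e-05 to 0.297 and from 4.24e-06 to 0.123. In ETO, where the adjusted p of camera was 0.0673 with all libraries, leaving out each library in turn gave 0.00258 to 0.370, so that ETO replicate 2 decided the call, with 0.00258 without it.

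The replicate numbers were tried as a block, although they do not pair the libraries. Deviations of libraries with the same number from their group means had a correlation across 4438 genes of -0.31 for RS and IR, 0.51 for RS and ETO, and -0.81 for IR and ETO. With the replicate block, 5783 genes were called for RS against CTRL and 1423 for IR against ETO, and no count moved by more than 1.5 times.

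Shares of cells stayed within their replicate SD, or their counting error, in 286 of 392 cases. In this paragraph and the next, clusters 1 and 3 stand for all clusters with the highest score for them, which were A and F as reported. With the methods' variable genes, clusters 5 and 0 held 79.6% of CTRL, 14.3% of IR and 5.16% of ETO cells, clusters 1 and 3 held 20.0% of CTRL, and clusters 2, 4 and 7 held 42.8% of IR. In the time course, clusters 6, 1 and 4 then held 81.1% on Day 0 and 34.6% on Day 1, cluster 0 held 15.3% and 30.4%, and cluster 2 held 1.82% and 30.6%. Here the held-out genes of the cell cycle took part in the clustering. Without integration, clusters 5 and 0 held 81.8% of CTRL, 45.4% of RS, 3.71% of IR and 0.411% of ETO, clusters 1 and 3 held 18.1% of CTRL, 41.9% of RS and 46.1% of IR, and clusters 2, 4 and 7 held 0.0358% of CTRL and 43.6% of IR. On Days 0 and 1, clusters 6, 1 and 4 held 62.3% and 0.201%, and on each later day at most 0.198%. Cluster 0 held 6.58% and 23.9% on Days 0 and 1. Cluster 2 held 0.137% and 38.2% on these days, with 6.92% on Day 10, and cluster 3 held 0.309% on Day 0.

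With at least 3000 UMIs per cell, which removes shallow cells by construction, clusters 5 and 0 held 15.5% of IR and 4.53% of ETO, clusters 1 and 3 held 46.1% and 43.2%, clusters 2, 4 and 7 held 30.4% and 45.1%, cluster 6 held 7.21% of ETO, and cluster 3 of the time course held 16.7% on Day 4. With the highest doublet scores left out, clusters 5 and 0 held 2.82% of ETO, clusters 1 and 3 held 34.5% of IR, and clusters 2, 4 and 7 held 47.0% of IR. Unscaled marker scores gave clusters 1 and 3 10.3% of CTRL, 33.9% of RS, 29.8% of IR and 23.3% of ETO, and cluster 6 12.7%, 16.5%, 13.3% and 15.7%. They gave cluster 0 of the time course 38.0% on Day 0 and 45.2% on Day 1, as did matching with no minimum for the score, because both added the unmatched cluster to it.

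With the resolution doubled, clusters 2, 4 and 7 held 0.125% of CTRL, 23.3% of IR and 27.9% of ETO, where a cluster with a score below the minimum stayed unmatched. Clusters 6, 1 and 4 held 61.1% on Day 0 and 27.8% on Day 1, cluster 0 held 21.4% and 31.5%, and cluster 2 held 3.10% on Day 0. Cluster 5 held 13.4% on Day 0 and 19.3% on Day 4, where a further cluster without markers of cluster 5 among its 10 leading genes was matched to it.

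Cell cycle phases depended on depth. The shares in S or G2/M of 78.9% on Day 0, 41.0% on Day 1, 30.0% on Day 10, and 80.8% for cluster 0 on Day 0 were 72.1%, 6.71%, 7.62% and 72.4% unthinned, and 73.4%, 19.4%, 11.0% and 73.7% when thinned to 3000 UMIs. Of the levels by cluster, 85 of 86 kept their direction, and BCL2L2 in cluster 3 reversed from 0.31 to -0.065 with at least 3000 UMIs per cell. TMM normalization moved 22 of 25 levels by day beyond the counting error, and all barcodes moved 10 of 25. The correlations with CDKN2A moved in 49 of 49 cases on thinned counts and in 1 of 49 with all cells pooled.

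The splicing factor list lay at the 16.86th percentile of random lists matched on expression and gene length, and at 15.38 when these came from genes not used for clustering. With TMM scaling, the median of the splicing factors was -2.55 and that of the lncRNAs 1.38, a shift of all genes of the cluster alike. The other 9 and 11 values of these lists stayed within their ranges. Of the cells matched to cluster 3 of the time course, 690 had under 3000 UMIs. Scrublet at its own threshold marked too few cells to test the role of doublets.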

Differences from the paper's values

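The matching of clusters by scaled scores was chosen after the data had been seen. The count over the extracellular matrix list in cluster 6 and the reading of IGFBP5 with the resolution doubled were added after single genes had differed from the paper. The paper's clusters were rebuilt, so that a share here and one in the paper need not cover the same cells.

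For IR, the paper gives a share of cells in clusters 5 and 0 of 1%, and 12.1% was found here. None of the alternatives set before the data were examined reached the paper's value. The nearest was clustering without integration with 3.71%, and the others lay between 12.0% and 15.5%. For ETO, the paper gives 1%, and 3.48% was found here. Clustering without integration gave 0.411%, which does not differ from the paper's value by the same criterion, whereas at least 3000 UMIs per cell (4.53%), the methods' variable genes (5.16%), the doubled resolution (3.44%), Scrublet and each replicate left out did. For CTRL in clusters 2, 4 and 7, the paper gives 0.5%, and 0.251% was found here. All alternatives stayed below the paper's value, between 0.0358% without integration and 0.269% with the methods' variable genes.

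In the time course, the paper's shares of clusters 6, 1 and 4 on Day 0 and Day 1 were above 80% and about 30%, and 57.7% and 24.1% were found here, which is within 1.5 times. With the methods' variable genes the share on Day 0 was 81.1%, above the paper's limit.

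The paper describes RAB13 as higher in the senescence models, whereas RAB13 had a log2 fold change of -0.43 in RS. The main test did not call this change, and of the alternatives only DESeq2 called it lower. Summed UMIs weigh deep cells more, whereas the paper compared values normalized per cell. RAB13 was among the leading genes of clusters C and E, whose cells had few UMIs, so its direction in RS is uncertain. The paper describes genes of extracellular matrix organization as high in cluster 6. Of the extracellular matrix list used here, 57 of 95 genes were higher in cells matched to cluster 6, while QSOX1, TGFBI, DCN, FN1 and TIMP1 had lower mean levels than in the other cells. IGFBP5, most markedly higher in the paper's cluster 7, was below cluster A in clusters C and E with mean log2 ratios of -1.21 and -0.84, but was higher than in the other cells in a cluster that became separate with the resolution doubled, with 1.43.

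The paper describes HMGB1 and HMGB2 as high in clusters 6, 1 and 4, whereas their mean log2 ratios were 0.07 and 0.04. These ratios were taken within each library and averaged with equal weight over the 6 days, so that differences between days do not enter them. The paper compared each cluster with all others in the data of all days, so the measures differ. The paper attributes the increase of PURPL to cluster 5, whereas the ratio of PURPL was 2.16 in cluster 2 and 1.68 in cluster 5. In the paper the p53 target genes peak on Day 1, whereas CDKN1A was highest on Day 2 with 1713 CPM. The paper describes cluster 0 as growth arrested from the phase scores, whereas 72.4% of its unthinned cells on Day 0 were assigned to S or G2/M, with 15.1% over all days, 5.04% on Day 1 and 3.71% on Day 10. All genes used for the phase scores were held out of the clustering here, as were the cell cycle genes that the paper names for its clusters. The shares in S or G2/M thus cannot decide whether the paper's cluster 0 was growth arrested. CDKN1A is listed by the paper for clusters 1 and 3, and was higher in clusters A and F than in cluster B in 5 of 7 libraries. The paper compared a cluster with all others. Against all other cells, CDKN1A was among the 10 leading genes of cluster A, though not of F, so that for A no difference from the paper is shown.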

Other observations

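The tests of gene length, of UMIs per cell and of lost cytosolic RNA were chosen after the results had been seen, while those of nuclei, of cytoplasm without nuclear RNA and of short mRNAs were planned.

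Cells matched to cluster 5 of the time course had high lncRNAs and low mRNAs of splicing factors, as barcodes that hold nuclei without cytoplasm would. Such barcodes would be low in RNA encoded by mitochondrial DNA. This RNA was higher in cluster 5 than in the other cells in 6 of 6 libraries, with a mean log2 ratio of 1.20, and it was also higher in cells matched to cluster 6 of the senescence models, with 1.30. Both values argue against bare nuclei. A further hypothesis is that these cells lost cytosolic RNA and kept nucleus and mitochondria, since their summed ribosomal protein mRNAs were low, at -3.38 as a share of UMIs. The number of nuclear transcripts per cell would then stay at the level of the cells they came from. Against clusters 6, 1 and 4, the UMIs per cell of 1056 lncRNAs that were not used for clustering had a median log2 ratio of 0.14 as the mean of the 6 days, from -0.10 on Day 1 to 0.44 on Day 10, with 371 higher and 307 lower on every day. Mitochondrial RNA was at 0.05, ribosomal protein mRNAs were at -4.14 and all genes together at -0.997. Loss of cytosolic RNA and a regulated state of the cells thus cannot be told apart, because the median lies near 0 and the lncRNAs moved both ways. NEAT1 (1.55) and MALAT1 (1.09) were higher per cell, but they belong to the lncRNAs that set this cluster apart.

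In cluster 5 the ratio of a gene rose with its length, with a Spearman correlation across 13216 genes of 0.62, where genes are not independent. Both lists of the paper hold genes that differed in this cluster in the same cells, so sets taken without regard to them were tested. The 90 splicing factors taken by symbol had a median of -0.76. Lists matched on expression and gene length were lower, with a random median of -1.22 and an upper limit of -0.90. The splicing factors lay at a percentile of 99.83 among these lists. No fall of splicing factors beyond the trend was thus seen, but they were less low than the trend predicts. The cause of that departure was not tested. The trend does not account for the lncRNAs as a whole. Those outside the paper's list and not used for clustering had a median of 0.95, with 0.67 in the lowest library. Both values lay above the upper limit of 0.25 of lists matched on expression and gene length. Why long genes were higher was not tested, and as reads on introns were counted, a larger share of unspliced nuclear RNA remains a candidate explanation.

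The cells matched to cluster 3 had few UMIs. Their nuclear lncRNAs were low, the smallest fall being that of XIST with a mean log2 ratio of -6.36, which is what barcodes that hold cytoplasm without nuclear RNA would show. The hypothesis that these barcodes are cells that lost their nucleus, or fragments of cells, is in line with this value and with a median depth of 0.189 of their own libraries. The ratio of CDKN2A lay at a percentile of 99.8 among 1240 genes of like length and expression that were not used for clustering. This argues against a general shift toward short mRNAs as the whole cause of the high CDKN2A ratio. However, the matched genes leave out the variable genes used for clustering. The paper also named CDKN2A for cluster 3 from the same cells, so its high place is in part a matter of choice. In UMIs per cell, CDKN2A was lower in cluster 3 than in the other cells in 6 of 6 libraries, with a mean log2 ratio of -1.12, when all genes together had -2.17. The high CPM of CDKN2A in cluster 3 is thus consistent with a loss of other RNA that spared it in part, and a rise in the number of its transcripts per cell was not seen. A cell state with little RNA, in which CDKN2A is kept, stays open, and the design gives no test of it.

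The cluster of the time course that was left unmatched held 3358 cells, led by HBD, LUM and RARRES2, and its share did not rise with time in ETO, with 18.1% on Day 0 and 9.40% on Day 10. No biological explanation was tested for it.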
